# Role of the GRAS transcription factor ATA/RAM1 in the transcriptional reprogramming of arbuscular mycorrhiza in *Petunia hybrida*

**DOI:** 10.1186/s12864-017-3988-8

**Published:** 2017-08-08

**Authors:** Mélanie K. Rich, Pierre-Emmanuel Courty, Christophe Roux, Didier Reinhardt

**Keywords:** *Petunia hybrida*, Arbuscular mycorrhiza, Symbiosis, RAM1, GRAS transcription factor

## Abstract

**Background:**

Development of arbuscular mycorrhiza (AM) requires a fundamental reprogramming of root cells for symbiosis. This involves the induction of hundreds of genes in the host. A recently identified GRAS-type transcription factor in *Petunia hybrida*, ATA/RAM1, is required for the induction of host genes during AM, and for morphogenesis of the fungal endosymbiont. To better understand the role of RAM1 in symbiosis, we set out to identify all genes that depend on activation by RAM1 in mycorrhizal roots.

**Results:**

We have carried out a transcript profiling experiment by RNAseq of mycorrhizal plants vs. non-mycorrhizal controls in wild type and *ram1* mutants. The results show that the expression of early genes required for AM, such as the strigolactone biosynthetic genes and the common symbiosis signalling genes, is independent of RAM1. In contrast, genes that are involved at later stages of symbiosis, for example for nutrient exchange in cortex cells, require RAM1 for induction. RAM1 itself is highly induced in mycorrhizal roots together with many other transcription factors, in particular GRAS proteins.

**Conclusion:**

Since *RAM1* has previously been shown to be directly activated by the common symbiosis signalling pathway through CYCLOPS, we conclude that it acts as an early transcriptional switch that induces many AM-related genes, among them genes that are essential for the development of arbuscules, such as STR, STR2, RAM2, and PT4, besides hundreds of additional RAM1-dependent genes the role of which in symbiosis remains to be explored. Taken together, these results indicate that the defect in the morphogenesis of the fungal arbuscules in *ram1* mutants may be an indirect consequence of functional defects in the host, which interfere with nutrient exchange and possibly other functions on which the fungus depends.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-3988-8) contains supplementary material, which is available to authorized users.

## Background

Arbuscular mycorrhiza (AM) represents a mutualistic interaction between most land plants and fungi (Glomeromycota) that culminates in the exchange of nutrients between the two partners. For the plant, the main benefit of AM is the increased supply with essential nutrient elements such as phosphorus (P), nitrogen (N), sulfur (S), copper (Cu), and zinc (Zn) [1, 2]. The functional changes associated with AM development require fundamental reprogramming of root cells, to allow them to be colonized by AM fungi and to generate the symbiotic machinery required for long-term compatibility and nutrient exchange. The establishment of AM proceeds through several stages, i.) the exchange of diffusible signals, ii.) mutual recognition, iii.) symbiotic signaling to the nucleus in cells of the host iv.) induction of AM-related genes in the host, v.) cellular rearrangement that allows accommodation of the AM fungus, and, vi.) construction of the symbiotic interface (reviewed in [3–5]).

The development of AM has been characterized in considerable detail in several AM host model species, in particular *Medicago truncatula*, *Lotus japonicus*, rice (*Oryza sativa*), and petunia (*Petunia hybrida*). The first presymbiotic signal is the constitutively released root-born phytohormone strigolactone (SL), which triggers hyphal branching and induces mitochondrial metabolism in AM fungi [6–9]. SL biosynthesis has been well characterized in petunia, pea (*Pisum sativum*), *Arabidopsis thaliana* and rice [10], and an SL transporter has been identified in petunia, which promotes AM development [11]. AM fungi, in turn, release chitin-derived signal molecules (myc factors) [12, 13] that are thought to be recognized in the plant host by lysin motif (LysM) receptor like kinases, in analogy to nod factor receptors in the root nodule symbiosis (RNS) of the legumes [14].

Upon recognition of these symbiotic signals, a signaling cascade is triggered which is required for both AM and RNS, and therefore is referred to as the common symbiosis signaling pathway (CSSP). The CSSP involves the symbiosis receptor-like kinase SYMRK at the plasma membrane [14], and a characteristic repetitive calcium transient in and around the nucleus (calcium spiking) [15]. This calcium signal is perceived and integrated by a dedicated nuclear calcium- and calmodulin-dependent protein kinase (CCaMK) [16]. CCaMK interacts with, and activates, the transcription factor (TF) CYCLOPS (CYC) [17], which triggers a transcriptional cascade resulting in the induction of hundreds of genes that are required for the establishment of the symbiotic interaction.

Induction of symbiotic gene expression during AM has been studied in several host model species such as *M. truncatula*, rice, petunia, *L. japonicus*, and tomato (*Solanum lycopersicum*) [18–24]. These studies revealed that a set of conserved genes is induced in mycorrhizal roots, indicative of a conserved AM-related transcriptional program in different host species [18]. The best-studied example of such a conserved gene encodes an AM-specific phosphate transporter (PT), represented by StPT3 in potato (*Solanum tuberosum*) [25], PhPT4 in petunia [26], MtPT4 in *M. truncatula* [27], LjPT3 in *L. japonicus* [28], PtPT11 in *Populus trichocarpa* [29], OsPT11 in rice [30, 31], and SbPT11 in *Sorghum bicolor* [32]. A large group of AM-induced or AM-specific genes encode proteases [33], the function of which remains poorly understood.

Since hundreds of genes have to be coordinately activated in mycorrhizal roots, TFs can be expected to play a critical role in AM-related gene induction. Two TFs have been characterized in considerable detail, CYCLOPS (CYC) [17], and RAM1 [34–37]. CYC directly interacts with CCaMK, and therefore may act as one of the earliest AM-related TFs [17]. One of the functions of CYC is to activate RAM1 by direct binding to the RAM1 promoter at a conserved palindromic promoter element known as the GGCGCC box [36]. Since AM development in *cyc* mutants can be restored by overexpression of RAM1 [36], it appears that RAM1 is downstream of CYC, and that CYC acts mainly or exclusively through RAM1.

While an earlier study proposed that RAM1 may act very early in presymbiotic signaling [34], recent reports suggest that its role may rather be late in intracellular accommodation of the fungal partner in host cells, and in the establishment of the symbiotic interface during the formation of the highly branched arbuscules [35–37]. Consistent with this idea, *RAM1* expression is highly induced in mycorrhizal roots [34–37].

To reveal at which level of the AM interaction RAM1 acts, an RNAseq experiment was performed on mycorrhizal roots of wild type *P. hybrida*, and in *ram1* mutants [37], using a nurse plant inoculation system to force fungal infection in both genotypes. We then explored by comparative transcriptome profiling the effect of the *ram1* mutation on the expression of groups of genes that are known to act at distinct stages early or late during AM development. In particular, we evaluated the expression of SL-related genes, CSSP components (common SYM genes), infection-related genes, and genes related to arbuscule functioning [3].

Our results show that the genes involved at early stages (SL-related genes and components of the CSSP) are not affected by the *ram1* mutation. In contrast, most AM-induced genes exhibited strongly reduced levels of expression in *ram1* mutants. In particular genes involved in arbuscule functioning, for example *PT4* and *STR*, are strongly dependent on *RAM1*. Genes involved in infection take an intermediate position, since they are partially affected by *ram1* mutations.

An interesting outcome of our study is the finding that a large number of GRAS genes are induced in mycorrhizal roots. In particular, a dicot-specific clade that was recently described as the MIG clade [38] is highly induced in mycorrhizal roots.

## Results

### Experimental design

Mutations in the transcription factor gene *RAM1* of *P. hybrida* result in abortion of AM [37], in particular of arbuscule formation (Fig. 1a, b). Since a transcription factor in the host is unlikely to act directly on the AM fungus, we reasoned that the mutant phenotype could be explained by defects in the induction of essential symbiosis-related genes in the plant. In order to explore the global transcriptional changes associated with AM symbiosis in *P. hybrida*, and to identify genes of the host the expression of which depends on *RAM1*, an RNAseq analysis was performed with petunia wild type and *ram1-2* mutants (further referred to as *ram1*). To achieve comparable mycorrhizal colonization levels in wild type and the AM-defective *ram1* mutant [37], nurse plant inoculation was used, which results in wild type levels of overall colonization in mutants, although the qualitative aspects of the mutant phenotype in symbiotic development are retained [37, 39]. Mycorrhizal roots of three biological replicate plants with an average colonization level of 20% ± 5% and 15% ± 8% in wild type and *ram1*, respectively, were used along with three non-colonized controls. In each treatment, ca. 19 million RNAseq reads were obtained (Additional file 1).

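RNA from petunia roots was sequenced in 12 libraries, 3 each from mycorrhizal and from non-mycorrhizal control roots of the wild type line W115 and of *ram1*. The roots were taken 15 days after inoculation with Rhizophagus irregularis, at colonization levels that the paper gives as 20% in the wild type and 15% in *ram1*. It gives the share of fungal reads in mycorrhizal roots as 6.36% in the wild type and 2.557% in *ram1*. *RAM1* itself (Peaxi162Scf00420g00650.1) separated the mycorrhizal groups and not the control groups: in mycorrhizal roots it had 117.4 ± 10.2 CPM (counts scaled to library size, mean ± SD, n = 3) in the wild type and 7.67 ± 1.40 in *ram1*, and in control roots 0.217 and 0.236. The authors trimmed the read pairs, aligned them to the transcripts of *P. axillaris* and counted an intact pair as 2 and a broken pair as 1. Their counts cover 32928 gene models, and all values given here start from the total gene reads of each library. The reads per library (lowest, median, highest) were 12015130, 12317072 and 12906761 in wild type control roots and 11067214, 12171742 and 12724542 in wild type mycorrhizal roots. In *ram1* they were 12255244, 12682381 and 13391147 in control roots and 7152267, 10933979 and 12878656 in mycorrhizal roots. The depth stated in the paper is of sequenced reads, with means from 18515472 in wild type controls to 19718736 in *ram1* controls, and includes reads that were not counted on a gene. A principal component analysis of log2 CPM placed the genotypes apart on the first component (58.2% of the variance) and control and mycorrhizal roots apart on the second (22.9%). Control replicate 3 and mycorrhizal replicate 1 of *ram1* stood apart from the other replicates of their groups on later components (6.80% and 2.84%). Genes were tested with edgeR's quasi-likelihood test in 1 model of the 4 groups, with adjusted p (Benjamini-Hochberg) below 0.05, and the response in *ram1* was compared with that in the wild type as an interaction. With 3 replicates per group, a simulated 2-fold change in the wild type was called in 50 of 100 genes and a 5-fold change in 93 of 100.

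**Figure D1:**
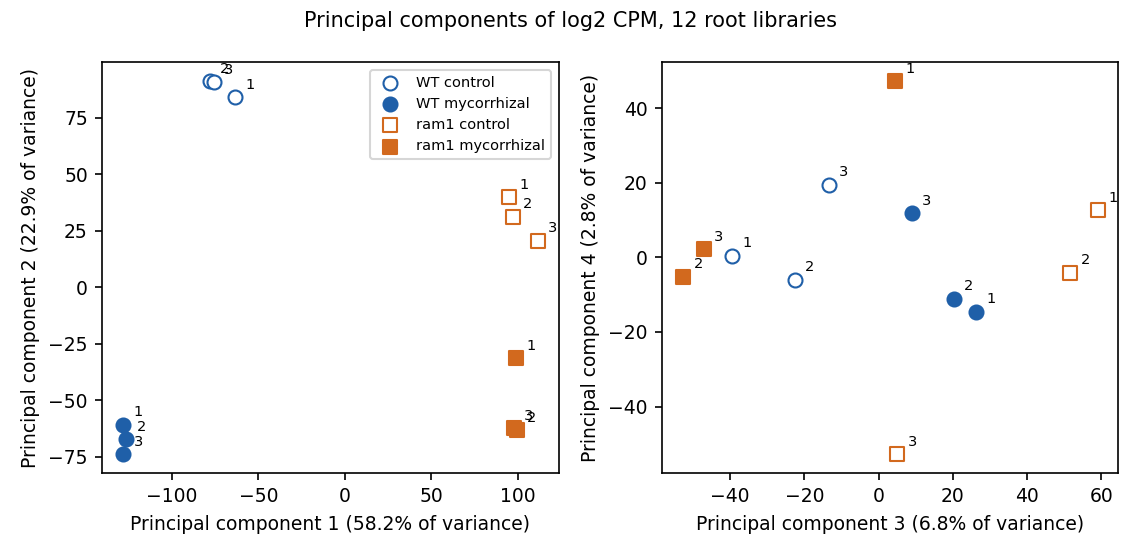
Principal component analysis of the 12 libraries on log2 CPM, with each library drawn as a point. Colour and marker shape give the genotype, and open and filled markers give control and mycorrhizal roots.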

**Fig. 1:**
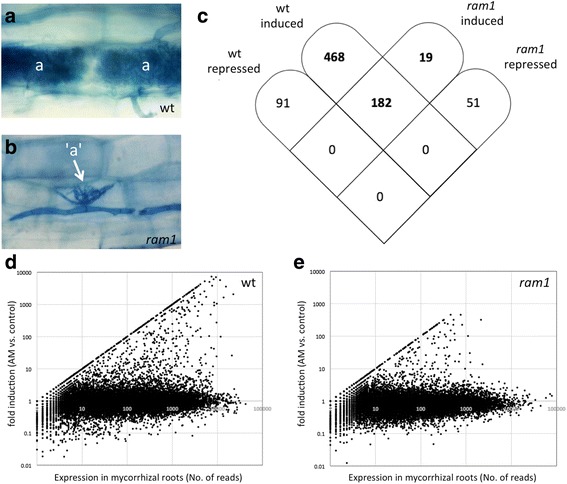
Global gene expression pattern in wild type petunia and in *ram1* mutants. **a**, **b** Arbuscular (*) and arbuscule-stunted (*arrow*) phenotypes of wild type (**a**) and *ram1* mutant (**b**), respectively. **c** Comparison of the transcriptional changes in petunia wildtype and *ram1* mutants. For both genotypes, gene expression in mycorrhizal roots was compared to non-mycorrhizal control roots. Only genes with a significant change of at least 5-fold induction or repression are shown. **d**, **e** Global gene regulation pattern in wild type (**d**), and *ram1* (**e**). Each point represents a gene and its regulation in mycorrhizal roots versus controls. For AM-specific genes, the control expression was set to 1, therefore, they appear as an increasing straight line of points (number of reads = fold induction)

### Global gene expression pattern in wild type and *ram1*

The petunia genome is predicted to contain at least 32′928 genes [40], of which 22′954 were found to be expressed in the roots (Additional file 2), based on the criterion that they were detected by at least 10 reads in at least one of the four conditions. 

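Of the 32928 gene models, 22954 had a mean of at least 10 total gene reads in at least 1 of the 4 groups, and these genes were tested. Transcripts with at least 1 read numbered between 25026 in mycorrhizal replicate 2 of *ram1* and 25794 in control replicate 3 of *ram1*. No library was dominated by a few genes: the 10 most abundant genes held between 2.46% (wild type mycorrhizal replicate 3) and 4.50% (*ram1* mycorrhizal replicate 3) of the reads. Reads that match only 1 gene made up between 96.9% and 97.5% of the gene reads of a library.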

Based on Baggerly’s test [41], 7′050 genes exhibited a significant difference in gene expression between the mycorrhizal wild type roots and non-mycorrhizal controls (Additional file 2). Among these, 1321 genes were 2-fold induced and 797 were 2-fold repressed. Applying a 5-fold threshold for the expression ratio, 650 genes were induced and 91 genes were repressed, respectively.

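In mycorrhizal wild type roots a subtilase gene (Peaxi162Scf00620g00418.1) went from 0.352 to 1292 CPM, a PAR1 protein gene (Peaxi162Scf00025g01320.1) from 0.271 to 473 CPM and a cinnamyl alcohol dehydrogenase gene (Peaxi162Scf00913g00322.1) from 0.162 to 137 CPM. A gene for a germin-like protein of subfamily 2 (Peaxi162Scf00003g04532.1) had 3 reads in the control libraries together and rose 7613-fold (95% counting interval 2605 to 36920). Without wild type control replicate 3 its fitted log2 fold change moved from 12.73 to 13.52. A mannosyltransferase gene (Peaxi162Scf00141g00615.1) fell from 1982 to 317 CPM (log2 fold change −2.64, SE 0.200, adjusted p 3.7e-06) and a CBL-interacting kinase gene (Peaxi162Scf00464g00004.1) from 535 to 243 CPM. In all, 4983 genes changed in the wild type, 2886 induced and 2097 repressed; 1350 were induced at least 2-fold and 867 repressed at least 2-fold. At 5-fold, 664 were induced and 191 repressed. With the further condition of a difference of at least 10 reads used in the paper, 4907 changed, 1312 and 833 passed the 2-fold threshold, and 656 and 175 the 5-fold threshold. Among the 10 divisions of the wild type libraries into groups of 3 the true one gave 4983 and the highest of the others 0. The 10 divisions are too few for a share under 0.05. The others also mix mycorrhizal and control roots within groups. The response then enters the spread and lowers the count, so they do not measure chance.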

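In mycorrhizal *ram1* roots the genes with the clearest induction were also induced in the wild type. A cytochrome P450 gene (Peaxi162Scf00154g01136.1) rose from 0.152 to 26.1 CPM (log2 fold change 7.30, adjusted p 1.23e-06; 8.18 without control replicate 3 of *ram1*), against 169 CPM in mycorrhizal wild type roots. A germin-like gene of subfamily 9 (Peaxi162Scf00267g00072.1) rose 437-fold (95% counting interval 121 to 3618) and a beta-amyrin synthase gene (Peaxi162Scf00928g00242.1) 196-fold (66.6 to 953). The abscisic acid receptor gene PYR1 (Peaxi162Scf00460g00085.1) fell from 51.8 to 23.5 CPM in *ram1* (log2 fold change −1.14, adjusted p 0.00041) and from 77.4 to 48.7 CPM in the wild type (−0.67). An alpha/beta-hydrolase gene (Peaxi162Scf00053g00716.1) fell from 9.31 to 2.38 CPM in *ram1* and had 10.64 and 7.95 CPM in the wild type (−0.42, 0.0937), where only the authors' Baggerly p values called it. A DUF642 gene (Peaxi162Scf00207g00747.1) fell from 66.6 to 14.5 CPM in *ram1* (−2.21, 0.00231) and had 118.8 and 64.9 CPM in the wild type (0.0525; 0.0258 to 0.0408 without wild type control or mycorrhizal replicate 1 or *ram1* control replicate 3), where DESeq2, other scalings, filterByExpr and unique reads also called it. In all, 2313 genes changed in *ram1*, 1126 induced and 1187 repressed, of which 510 and 616 passed the 2-fold threshold. With a difference of at least 10 reads, 2198 genes changed, 458 and 603 of them 2-fold. The number of changed genes depended on the libraries: it was 597, 700 and 3914 without control replicates 1, 2 and 3 of *ram1*, and 3548, 574 and 561 without its mycorrhizal replicates 1, 2 and 3.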

In *ram1* mutants, 3992 genes were significantly regulated based on Baggerly’s test, of which 475 were 2-fold induced and 717 2-fold repressed in mycorrhizal roots vs. controls (Additional file 2). 

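At the 5-fold threshold, *ram1* had 250 induced and 75 repressed genes, and 218 and 69 with a difference of at least 10 reads. The germin-like gene Peaxi162Scf00003g04532.1 was among the induced ones, at 18.4 CPM in mycorrhizal *ram1* roots against 621 CPM in the wild type, as were the subtilase gene Peaxi162Scf00620g00418.1 (57.1 CPM) and the PAR1 gene Peaxi162Scf00025g01320.1 (52.5 CPM). Leaving out control replicate 3 of *ram1* raised the number of 5-fold induced genes to 412.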

Applying a 5-fold threshold, only 201 genes were induced and 51 repressed, respectively (Additional file 2). 

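Of the 664 genes induced 5-fold in the wild type, 427 had a mean below 10 reads in wild type control roots, and of the 250 induced in *ram1*, 194 did in *ram1* control roots. The subtilisin-like gene Peaxi162Scf00611g00319.1 is an example from the wild type, with 0.730 CPM in control and 117.0 CPM in mycorrhizal roots. The gene for a germin-like protein of subfamily 10 (Peaxi162Scf00040g00024.1) went from 0.135 to 253 CPM in the wild type, and a gene for a short-chain dehydrogenase 4 (Peaxi162Scf00990g00125.1) from 0.323 to 161.9 CPM. A mean below 10 reads is a limit of detection at this depth and does not show that a gene is silent.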

Of the 5-fold induced genes in wild type and *ram1*, 430 and 151, respectively, exhibited background levels of expression in controls roots, indicating that they are AM-specific. In order to focus on robustly induced AM-dependent genes, the further analysis was restricted to genes with a change in expression ratio of at least 5-fold. The complete set of gene expression data is available in Additional file 3, and the complete list of the 650 genes with the induction ratio >5 is provided in Additional file 4.

### *ram1* shows residual expression of AM-related genes

In order to address commonalities between the expression patterns in wild type and *ram1*, we tested how many genes were induced in both genotypes (Fig. 1c-e). Among the 650 genes induced in the wild type, 182 were also induced in *ram1* (Fig. 1c). 

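Most genes induced 5-fold in *ram1* were shared with the wild type: 222 were induced in both genotypes, 442 in the wild type only and 28 in *ram1* only. Independent lists of these sizes would share 7.23 genes on average. Shared genes include the P450 gene Peaxi162Scf00154g01136.1, which rose 3125-fold in the wild type (95% counting interval 865 to 25809), and the germin-like gene Peaxi162Scf00267g00072.1, at 116.7 CPM in the wild type and 23.8 CPM in *ram1*. Both lists come from the same libraries, and a gene just under a threshold in 1 genotype counts as not shared.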

Among the 201 genes induced in *ram1*, only 19 were not induced in the wild type. These results suggest that the genes induced in *ram1* represent essentially a subgroup of the genes induced in the wild type. 

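The genes induced 5-fold only in *ram1* were few, and some of them moved in the wild type as well. Of these 28 genes, 8 also passed the test in the wild type below 5-fold, and 15 had a larger response in *ram1* than in the wild type in the interaction test. Of the 442 genes induced 5-fold in the wild type only, 59 passed the test in *ram1* and 50 of them were induced at least 2-fold there. Of all 250 genes induced 5-fold in *ram1*, 76 responded less than in the wild type and 17 responded more. The paper proposes the subgroup because few genes were induced in *ram1* alone.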

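No gene was induced 5-fold in 1 genotype and repressed 5-fold in the other. With edgeR this number was 0, and it stayed 0 at unadjusted p below 0.05, with limma and with DESeq2. Among the 664 wild type genes, 534 had a positive log2 fold change in *ram1*, whether or not they passed the test there. The serine carboxypeptidase gene SCPL22 (Peaxi162Scf00334g00323.1) is among the others. It had 18.7 and 130.5 CPM in control and mycorrhizal wild type roots, and 16.6 and 14.5 CPM in those of *ram1*.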

In agreement with this assumption, no gene showed an inverse gene induction ratio (induced in wild type and repressed in *ram1*, or vice versa) (Fig. 1c). No gene was repressed both in wild type and *ram1* (Fig. 1c), consistent with previous findings that gene repression is not a consistent feature in AM-related reprogramming of gene expression [18]. 

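Of 191 genes repressed 5-fold in the wild type and 75 in *ram1*, 1 was shared, for an extensin-like protein (Peaxi162Scf00062g00114.1, adjusted p 0.0474 and 0.0464). With lists this short, a low overlap does not show that repression differed between the genotypes. The mannosyltransferase gene Peaxi162Scf00141g00615.1, repressed in the wild type, had 1287 and 1170.1 CPM in control and mycorrhizal *ram1* roots, and a Rossmann-fold protein gene (Peaxi162Scf01039g00130.1) fell from 66.1 to 14.2 CPM in the wild type and had 81.7 and 77.0 CPM in *ram1*. A DUF607 gene (Peaxi162Scf00535g00011.1) fell in both, from 54.5 to 20.2 CPM in the wild type and from 77.7 to 24.0 CPM in *ram1*, below the 5-fold threshold. At unadjusted p below 0.05, 3 genes were repressed 5-fold in both, with limma 1 and with DESeq2 2. The extensin-like gene is named because it is the one found and was not picked beforehand.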

Not only more genes were induced in wild type compared to *ram1*, but also considerably more were specifically expressed in mycorrhizal roots (straight line of points in Fig. 1 d, e; Additional file 2).

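Genes read only in mycorrhizal roots were more numerous in the wild type, which also had the longer list of induced genes. Of the 664 genes induced 5-fold in the wild type, 94 had no read in any of its 3 control libraries. Of the 250 induced in *ram1*, 27 had none in those of *ram1*. *RAM2* (Peaxi162Scf00129g00625.1) is 1 of them in both genotypes, with no control read and 288 ± 10.6 CPM in mycorrhizal wild type roots. Such genes have no finite fold change, and the comparison depends on the depth of the control libraries, which was similar in both genotypes. It also depends on the depth of the mycorrhizal libraries, which was lower on average in *ram1*.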

### Functional categories induced in mycorrhizal roots

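The 664 genes induced 5-fold in the wild type span the functional categories that the paper lists for its own induced genes. Of those listed under metabolic process 80 were induced here, under transcription 60, protein metabolic process 56, transport 55, secondary metabolism 54 and signaling 52. Smaller groups were carbohydrate (27), lipid (25) and cell wall (23) metabolism, cellular process (19), defense (16) and primary metabolism (8), and 106 induced genes were of unknown function. The categories were assigned by the study to genes chosen on these same libraries, so the numbers describe the lists and are not independent evidence.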

Among the 650 genes induced >5-fold in the wild type, the two highest GO functional categories were ‘metabolic process’ and ‘transcription’, followed by ‘protein metabolic process’, ‘transport’, ‘secondary metabolism’, and ‘signaling’ (Fig. 2). This pattern of induction is compatible with previous transcriptomic studies in various AM hosts [18–24]. Based on the large number of AM-induced genes (>600), it is not surprising that many AM-induced genes belong to the category ‘transcription’. Considering the residual gene induction in *ram1*, a variable fraction of genes were still induced in the mutant to a certain degree (Fig. 2), although in the categories “metabolic process”, “protein metabolism”, lipid metabolism’, and ‘cell wall’, very low numbers of genes were induced in *ram1* (Fig. 2).

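For transcription 26 genes passed the 5-fold threshold in *ram1* against 60 in the wild type, for secondary metabolism 26 against 54, signaling 23 against 52, transport 21 against 55, metabolic process 19 against 80 and defense 10 against 16. For protein metabolic process the numbers were 12 against 56, for carbohydrate metabolism 9 against 27, lipid metabolism 5 against 25 and cell wall 4 against 23, and for primary metabolism none against 8, all by edgeR. The categories were not tested against each other. For lipid genes the median log2 fold change was 3.64 in the wild type and 0.07 in *ram1*, and the median of the excess over control in *ram1* relative to that in the wild type was 0.00186. This ratio was 0.0222 for protein metabolism, 0.0462 for cell wall, 0.112 for transcription and 0.116 for defense. Ratios of genes with few reads are imprecise, and the lists were chosen on these libraries.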

**Fig. 2:**
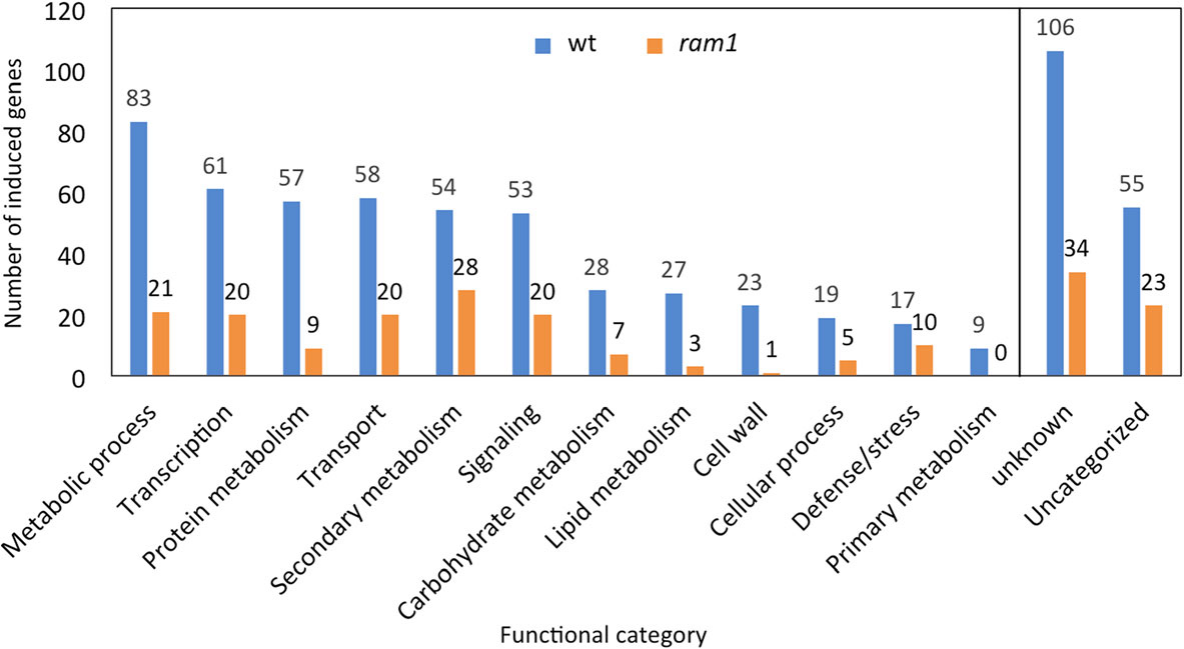
Predicted functional categories of AM-induced genes. Genes induced >5-fold in mycorrhizal wild type roots (*blue*), and *ram1* (*orange*) where sorted according to functional categories based on their Interpro domains and/or function of their closest homologs. Numbers on top of the bars indicate the number of induced genes per category in wild type and *ram1*, respectively

In order to appreciate the global changes in gene expression in *ram1* in a more quantitative way, the induction of all AM-induced genes (>5×) was plotted for the wild type and *ram1* ordered by categories as in Fig. 2 (Additional file 5). While induction ratios from 5-fold to over 6000-fold are identically counted as “induced” in Figs. 1 and 2, this representation allows better to compare the effect of *ram1* mutation on AM-related gene induction on a global scale and in a quantitative way. Additional file 5 reveals the strong general reduction in gene expression of most AM-inducible genes in *ram1*. 

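Most genes induced in the wild type reached much lower levels in mycorrhizal *ram1* roots. The subtilisin-like gene Peaxi162Scf00611g00319.1 had 0.129 CPM there, a SAM-dependent methyltransferase gene (Peaxi162Scf00013g00228.1) 1.28 CPM against 48.0 CPM in the wild type, and the cinnamyl alcohol dehydrogenase gene Peaxi162Scf00913g00322.1 6.59 CPM. For the 664 genes induced 5-fold in the wild type, the excess over control in *ram1* relative to the wild type had a median of 0.0732 and quartiles of 0.0042 and 0.194. It was below 0.1 for 376 genes and above 1 for 17. The genes were chosen for high values in the wild type libraries, which by itself lowers this ratio somewhat.

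**Figure D2:**
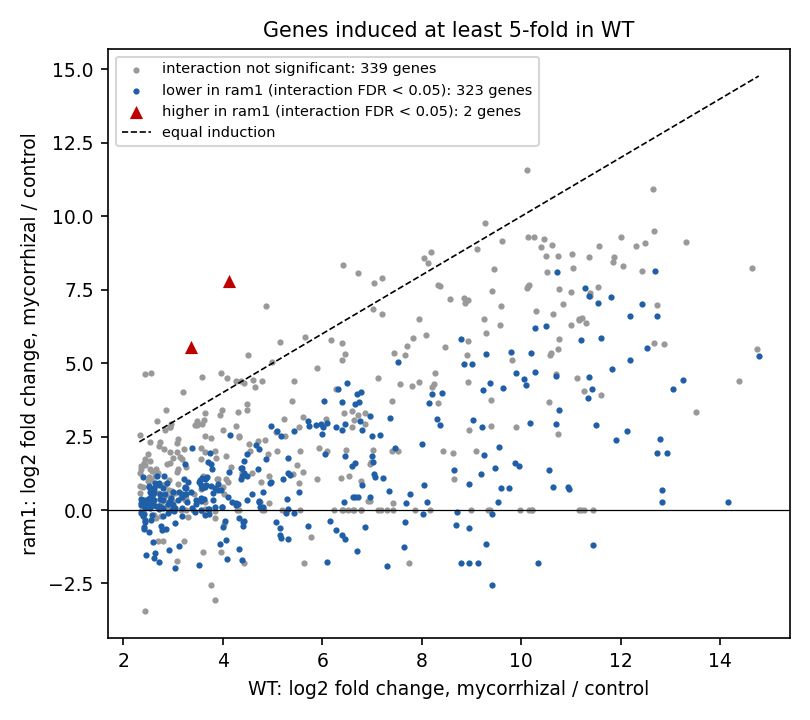
Log2 fold change between mycorrhizal and control roots in the wild type and in *ram1* for the 664 genes induced 5-fold in the wild type, coloured by whether the interaction test called the response lower or higher in *ram1*; fitted values of genes with few control reads are not bounds.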

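For 323 of the 664 genes induced 5-fold in the wild type (48.6%) the response was lower in *ram1*, and for 2 it was higher (a protein kinase gene, Peaxi162Scf00338g00013.1, and Peaxi162Scf00047g02117.1, named after their values were seen). Among those with the smallest p, a pyruvate dehydrogenase E1 beta gene (Peaxi162Scf00394g00118.1) rose from 45.0 to 335 CPM in the wild type and had 42.4 and 39.8 CPM in *ram1* (interaction log2 fold change −2.99, adjusted p 8.82e-07), and a gene for the dehydratase FabZ (Peaxi162Scf00003g03625.1) rose from 17.6 to 89.8 CPM and had 13.2 and 12.2 CPM in *ram1*. The interaction was negative in sign for 637 of the 664 genes. Over the same genes limma called 506 lower and DESeq2 424; edgeR has little power for the 128 genes with no read in a control group, of which it called 24; limma called most of them. Across all genes the response differed between the genotypes for 2110, with 924 larger and 1186 smaller in *ram1*. That number was 1387, 1335 and 1251 without wild type control replicate 1 and mycorrhizal replicates 1 and 2, and 1274 and 3302 without control replicates 2 and 3 of *ram1*. Of 60 divisions of the libraries into groups, 3 gave as many interaction genes, the true one included. The other 2 keep the wild type groups intact and so contain its response. The 51 that keep neither genotype's groups gave at most 5 genes. Those 51 mix mycorrhizal and control roots within groups. The response then enters the spread and lowers the count, so they do not measure chance. The paper concludes that most AM-inducible genes depend on RAM1 because all categories and most single genes were lower in *ram1*; that includes effects through missing arbuscules, which these libraries cannot separate from a direct one.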

All categories, and most individual genes, exhibited strongly reduced expression levels in *ram1* compared to the wild type, indicating that the majority of all AM-inducible genes depends, directly or indirectly, on RAM1 for induction.

### GO term enrichment analysis among differentially expressed genes in wild type and *ram1*

In order to test which pathways are differentially regulated by AM in the wild type and *ram1*, we determined the fraction of differentially expressed genes in groups that belong to defined GO categories, relative to the total number of genes in the respective categories based on the complete genome sequence. This analysis of GO term enrichment revealed several pathways to be significantly overrepresented in the AM-induced genes (Additional file 6). 

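Genes induced 2-fold in the wild type were enriched for 8 of 844 GO annotation strings. The heme-binding string of cytochrome P450s held 45 induced of 301 tested genes (adjusted p 3.32e-06), hexosyl transfer 33 of 179, and ammonium transport 7 of 10 where 0.588 were expected by chance (6.92e-05). Nutrient reservoir activity, the string of germin-like proteins, held 13 of 43 (0.00014), response to biotic stimulus 10 of 31 (0.00115), glycosyl hydrolases 19 of 109 (0.0026), phosphopantetheine binding in fatty acid synthesis 3 of 3 (0.0245) and microtubule motor activity 4 of 7 (0.0381). Serine carboxypeptidases, 10 of 50, had an adjusted p of 0.0532. Of the strings in the paper's table of enriched terms, 75 of 77 matched the annotation and 24 passed here at adjusted p below 0.05. The paper's table lists strings at a hypergeometric p below 0.05 against all genes of the genome. The threshold and the background thus differ, and the 24 do not count how many strings pass by the paper's rule. The hypergeometric test takes genes as independent, which coregulated gene families are not.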

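Among genes repressed 2-fold in *ram1*, peroxidases (18 of 116, adjusted p 1.68e-06), membrane transport (14 of 89, 4.16e-05), xyloglucan metabolism (9 of 33), expansin-type cell wall genes (7 of 21, 0.000171) and calcium:proton antiport (3 of 5, 0.0312) were enriched. Among genes repressed in the wild type, phosphate transport (6 of 7, 1.63e-05), lignin catabolism (9 of 23, 3.21e-05) and ester hydrolases (12 of 64, 0.00118) were. The repressed genes gave 9 passing strings in the wild type and 5 in *ram1*, with none passing in both, which is no test of a difference. A string can pass in 1 genotype alone because of a few genes near the threshold. Camera with an estimated correlation called none of the related lists in *ram1* (adjusted p 0.36 for peroxidases, 0.312 for xyloglucan endotransglucosylases, 0.295 for expansins and for aquaporins). In a list of 47 root hair, extensin and certain expansin genes, 14 fell there. All repressed genes in *ram1* numbered 1187, 223 without its control replicate 1, 175 and 173 without its mycorrhizal replicates 2 and 3, less than 0.3 of all without its control replicate 2, and 1739 and 1929 without its control replicate 3 and mycorrhizal replicate 1.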

Based on the statistical significance of over-expressed genes in mycorrhizal pathways, it became apparent that the main metabolic pathways in the two genotypes strongly differ (Additional file 6). Only few pathways that were overrepresented in the wild type were also overrepresented in the mutant. In particular, the highly induced ammonium uptake pathway was not induced in *ram1*, whereas GO categories in protein ubiquitination and in defense and response to biotic stress remained induced in the mutants like in the wild type (Additional file 6). Similarly, the repression in the wild type of sulfate and phosphate transporter pathways, which may reflect the inhibition of the constitutive uptake pathways in mycorrhizal roots, was not observed in *ram1* (Additional file 6). These results indicate that many symbiotic functions are particularly dependent on RAM1, either directly or, indirectly, due to the abnormal development of arbuscules. Thus, these results shed new light on major arbuscule-related cellular pathways, and on their dependence on RAM1.

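Strings enriched among induced genes numbered 8 in the wild type and 7 in *ram1*, and 4 of them were shared. Those 4 were heme binding (23 of 301 genes in *ram1*, adjusted p 0.000133), hexosyl transfer (15 of 179, 0.00252), nutrient reservoir activity (8 of 43, 0.00116) and response to biotic stimulus. A string of DNA-binding transcription factors (12 of 144, 0.0157), cell wall catabolism (4 of 14, 0.025) and chitin catabolism (3 of 6, 0.025) passed in *ram1* and not in the wild type. The wild type had 17, 4 and 3 induced genes of these strings, as many or more, among its longer list of induced genes, so no difference is shown.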

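Of the 10 ammonium transporters tested, 7 were induced in the wild type, but 2 were induced in *ram1*. Peaxi162Scf00282g00327.1 rose from 0.968 to 88.5 CPM in the wild type (log2 fold change 6.49, SE 0.296, adjusted p 5.68e-08) and from 1.00 to 20.2 CPM in *ram1* (4.31, 7.21e-06), while Peaxi162Scf01286g00133.1 rose from 0.189 to 25.6 CPM and from 1.77 to 10.2 CPM. The GO string of ammonium transport was not enriched in *ram1* after adjustment over all strings (2 of 10, adjusted p 0.831). Its unadjusted hypergeometric p was 0.0197, below the 0.05 of the paper's table. Taken as a list, ammonium transporters were shifted up in the wild type (camera with an estimated correlation, adjusted p 0.0185) and responded less in *ram1* (0.038). The list result in the interaction ranged from 0.027 to 0.101 without single libraries, and was above 0.05 without wild type control replicates 2 (0.0607) and 3 (0.073), wild type mycorrhizal replicate 3 (0.076), *ram1* control replicate 3 (0.101) and *ram1* mycorrhizal replicates 1 (0.0678) and 3 (0.0567). With both control replicate 3 and mycorrhizal replicate 1 of *ram1* left out, neither list call remained. The string of response to biotic stimulus held 9 induced of 31 genes in *ram1* (1.35e-05) and 10 in the wild type, numbers that do not show whether the genes are the same. The string of protein ubiquitination held 5 induced of 28 genes in the wild type (adjusted p 0.566) and 3 in *ram1* (0.834). Its unadjusted hypergeometric p was 0.0221 in the wild type and 0.0237 in *ram1*, both below the 0.05 of the paper's table.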

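Of 9 phosphate transporters tested, listed by GO annotation, 7 fell in the wild type. The list does not hold *PT4*, which rose there. Peaxi162Scf00829g00066.1 fell from 775 to 141 CPM (log2 fold change −2.46, SE 0.413, adjusted p 0.00157) and had 525 and 429 CPM in *ram1* (interaction 2.17, 0.0353). Peaxi162Scf00006g00443.1 fell from 858 to 229 CPM and had 8.18 and 6.41 CPM in *ram1*, and Peaxi162Scf00076g00027.1 fell as well (−3.60, interaction 4.00, 0.00269). In *ram1* edgeR called 0 of the 9 lower, as did the unadjusted p below 0.05, limma and DESeq2. In the interaction 2 of the 9 passed, and 6 when p was adjusted over the list alone; camera with an estimated correlation called the list neither in the wild type (adjusted p 0.26) nor in the interaction (0.4), so a difference of the group is not shown. For sulfate transporters, 2 of 4 genes of the GO string were repressed 2-fold in the wild type (adjusted p 0.31). The unadjusted hypergeometric p was 0.00813, below the 0.05 of the paper's table. Of 16 in the full list 4 fell and 2 rose in the wild type, and 2 fell and 1 rose in *ram1* (camera adjusted p 0.634 and 0.295).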

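Of 44 plastid fatty acid synthesis genes, 20 rose and 10 fell in the wild type (median log2 fold change 0.16) and 18 responded less in *ram1*, with camera (estimated correlation) at adjusted p 0.203 and 0.0567. The interaction of the list was called without wild type control replicate 1 (0.0282) and without wild type mycorrhizal replicate 2 (0.0462). An acyl carrier protein gene (Peaxi162Scf00431g00312.1) went from 0.0271 to 244 CPM in the wild type and reached 1.91 CPM in *ram1*, and an enoyl-ACP reductase gene (Peaxi162Scf00258g00430.1) from 45.9 to 364 CPM with 48.7 CPM in *ram1*. Of 62 kinesin genes 14 rose in the wild type and 14 responded less in *ram1* (camera adjusted p 0.58 in the wild type and 0.432 in the interaction). Of 32 genes of the PR10 type, 11 rose in the wild type and 9 in *ram1*. The paper reasons from the differences in enriched terms that many symbiotic functions depend particularly on RAM1, either directly or indirectly through the abnormal development of arbuscules.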

### Regulation of genes encoding transcription factors

Since transcriptional activation is a central feature of AM, and since the gene category with the second most AM-induced genes was “transcription”, we explored the entire set of genes encoding transcription factors (TFs) in the petunia genome [40], and we determined the fraction of the individual TF classes that are induced in mycorrhizal roots. Most of the AM-induced TFs belonged to the GRAS family of TFs (Additional file 7), where 26% of all members were AM-inducible (Fig. 3). 

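GRAS genes were the transcription factor family with the largest induced share. Of 63 tested GRAS genes (78 gene models), 20 were induced 5-fold in the wild type, 31.7% of the tested genes and 25.6% of the models, against 16 of 607 in the other families (2.64%, exact Fisher test p 3.36e-13, odds ratio 17.0). In *ram1* 12 GRAS genes were induced 5-fold, 11 of them shared, and 10 of the 20 responded less in *ram1*. In total 26 GRAS genes rose and 8 fell in the wild type, and 24 and 4 in *ram1*. Families other than GRAS were defined by the domain names fixed first, and GRAS paralogs that arose by duplication are not independent of each other.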

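Apart from AP2/ERF under the definition fixed first, with 4 tested genes, the families after GRAS had smaller induced shares. With the domains assigned in the annotation of the files, a definition added after the first result was seen, 11 of 161 tested AP2/ERF genes were induced 5-fold in the wild type and 8 in *ram1*. The definition fixed first names a domain that the annotation rarely uses and found 7 AP2/ERF models, of which 1 of 4 tested was induced in the wild type (Peaxi162Scf00716g00032.1). C2H2 zinc fingers had 4 induced of 113 (Peaxi162Scf00024g00091.1, Peaxi162Scf00047g00152.1, Peaxi162Scf00460g00061.1 and Peaxi162Scf00481g00041.1), NAC 4 of 76 (Peaxi162Scf00129g00230.1, Peaxi162Scf00182g00711.1, Peaxi162Scf00351g00112.1 and Peaxi162Scf01425g00113.1) and MADS 3 of 38 (Peaxi162Scf00096g00151.1, Peaxi162Scf00591g00074.1 and Peaxi162Scf01084g00119.1).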

After the GRAS TFs, the class with the second-largest fraction of AM-inducible members was the AP2/ERF-type TFs (Fig. 3; Additional file 7), consistent with previous reports [40]. Among a total of 53 AM-induced TFs, 19 belong to the GRAS family (Additional file 7), 10 are classified as AP/ERF-type TFs, while the remaining 16 TFs are distributed over seven other classes of TFs (Fig. 3; Additional file 7). 

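Induced transcription factors were spread over several families beside GRAS. With the definitions fixed first, 36 were induced 5-fold in the wild type and 17 in *ram1*; with the domains assigned in the files, 52 and 26. Single genes were induced among 126 bHLH (Peaxi162Scf00070g00045.1), 69 bZIP (Peaxi162Scf00186g00117.1), 30 DOF (Peaxi162Scf00993g00011.1) and 20 jumonji (Peaxi162Scf00061g00915.1) genes, and none among WRKY, ARF and LOB genes (0 in edgeR, also at unadjusted p below 0.05, in limma and in DESeq2). Genes outside the naming rule are given because the counts are small. Counted at any fold change with edgeR, 3 WRKY genes of 72 rose in the wild type and 9 fell, 3 of 25 ARF genes rose and 4 fell, and of 31 LOB genes 0 rose, as with each of these tools, and 5 fell.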

While the largest TF class in petunia is represented by MYB TFs (Additional file 7), only few of them were induced in AM (Fig. 3; Additional file 7).

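MYB genes were the largest family by the domains assigned in the files, a definition added after the first result was seen, and 4 of 325 tested genes (468 models) were induced 5-fold in the wild type. For B3 genes it was 2 of 67 (125 models) in the wild type and 1 in *ram1*. The definitions fixed first matched 5 MYB models, 4 of them tested, of which 1 rose and 2 fell in the wild type, and no B3 model.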

**Fig. 3:**
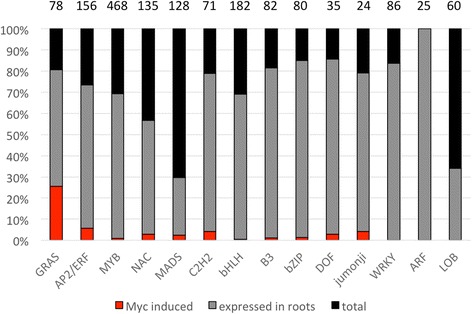
Gene expression of the main transcription factor families. Genes where identified with their Interpro domains. Genes with a mean of more than 10 reads in mycorrhizal and/or control samples where considered as expressed in the roots and are shown in *grey*. AM-induced genes (at least 5-fold induction) are shown in red. The remaining black portion of the bars represents the gene members that are not expressed in roots. Numbers on top of the bars indicate the total number of genes per category

### GRAS transcription factors induced in AM

GRAS proteins represent a large family of TFs with a wide range of functions in development and plant-microbe interactions [42]. In order to classify the GRAS members regulated during AM symbiosis, the phylogeny of all petunia GRAS-type TFs was established according to [43]. Petunia GRAS proteins can be classified in 13 subfamilies (Fig. 4) [43]. The 19 AM-inducible GRAS proteins are distributed over 6 subfamilies (Fig. 4).

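The induced GRAS genes lie in the subfamilies shown in Fig. 4: 9 in Pt20/MIG, 4 in RAM1/RAD1, 3 in SHR, and 1 each in Os19, SCR and SCL3. A further one, Peaxi162Scf01390g00007.1, rose in the wild type (log2 fold change 8.09, SE 0.756, adjusted p 8.62e-05) and in *ram1* (5.94, 0.0271), and it has no mark in the figure as read here. Of the genes induced 5-fold in *ram1*, 5 belong to Pt20/MIG and 3 to RAM1/RAD1, and none to SHR or Os19. Subfamilies were read from the figure, whose marks were placed with these same libraries, so their membership is not independent evidence.

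**Figure D3:**
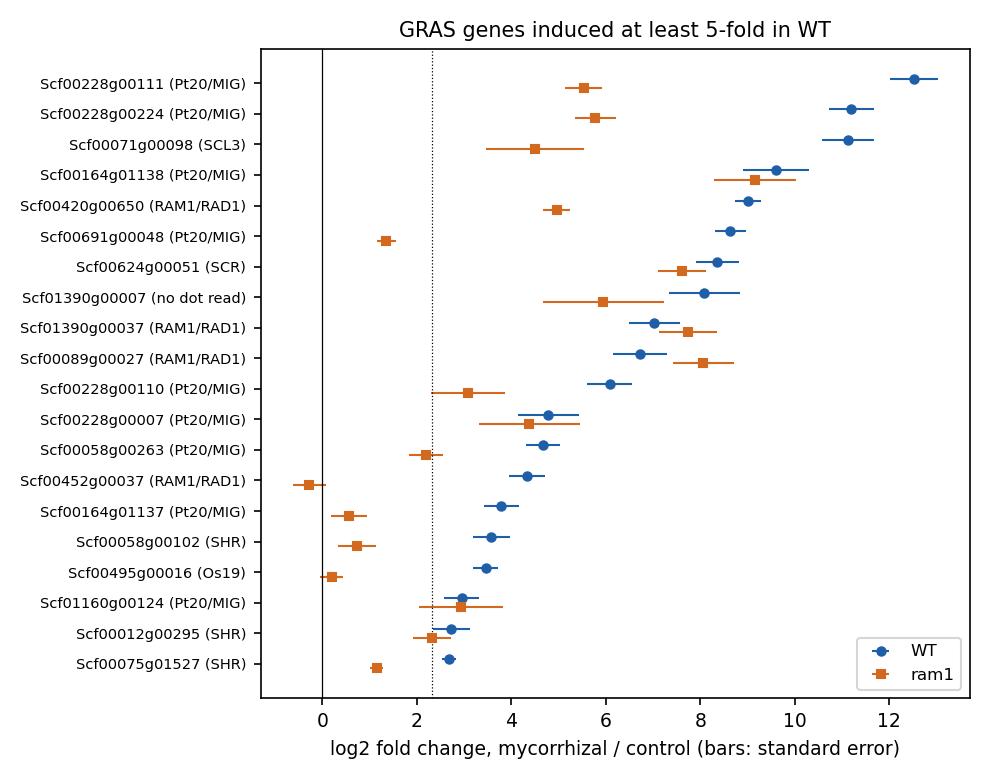
Fitted log2 fold changes with SE for the 20 GRAS genes induced 5-fold in the wild type, in the wild type and in *ram1*; for genes with 0 or 1 control reads the fitted values are not bounds.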

**Fig. 4:**
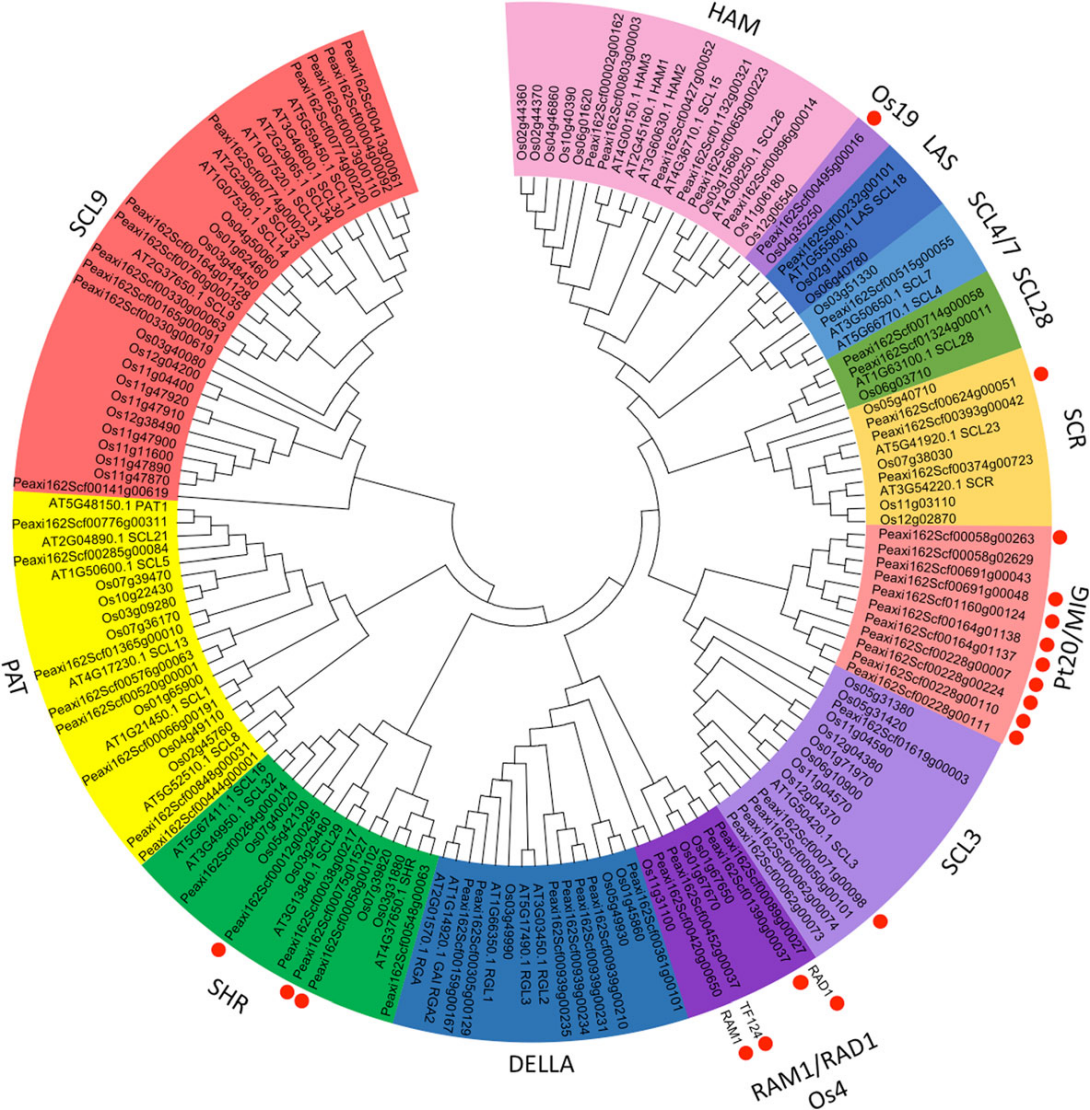
Phylogenetic analysis of the GRAS family. Protein sequences of GRAS proteins from *A. thaliana*, *O. sativa* and *P. axillaris* where processed with MEGA. AM-induced petunia genes analyzed in this study are marked with *red dots*. The phylogeny of GRAS subfamilies with AM-induced members in petunia are shown in more detail in Additional files 7, 8, 9, 10, 11 and 12

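Of the 11 Pt20/MIG genes 9 were induced 5-fold in the wild type. Peaxi162Scf00228g00111.1 had no control read and rose at least 767-fold to 62.0 CPM (adjusted p 2.29e-07), Peaxi162Scf00228g00224.1 at least 306-fold, and Peaxi162Scf00691g00048.1 449-fold (95% counting interval 153 to 2180; 3 and 1306 reads). Peaxi162Scf00164g01138.1 reached 114 CPM (log2 fold change 9.60, SE 0.695; 13.41 and 9.00 without wild type control replicates 2 and 3) and Peaxi162Scf00058g00263.1 rose from 0.92 to 23.6 CPM (4.67, SE 0.366, 4.82e-06). The other 2, Peaxi162Scf00058g02629.1 (adjusted p 0.242) and Peaxi162Scf00691g00043.1 (0.331), did not pass. In *ram1* 5 were induced 5-fold, and 5 responded less than in the wild type, as Peaxi162Scf00691g00048.1 did (interaction −7.28, 3.82e-06). Its control level was already 55.2-fold higher in *ram1* (95% counting interval 18.6 to 270, 3 and 173 reads). The interaction of this gene therefore does not measure how far its levels in mycorrhizal roots differ. Those libraries had 411, 430 and 465 reads in the wild type and 138, 76 and 140 in *ram1*. Peaxi162Scf00228g00224.1 also responded less (−5.42, 0.0444), but not without 9 of the 12 libraries in turn, all except control replicate 1 and mycorrhizal replicates 1 and 2 of *ram1* (0.0565 to 0.169). The subfamily was marked by the study on these libraries.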

An outstanding group is the Pt20/MIG subfamily, in which nine of the 11 members turned out to be induced in mycorrhizal roots (Fig. 4, Additional file 8). The MIG family was recently found in *M. truncatula* as a group of AM-induced genes with at least one member (MIG1) being required for arbuscule development [38]. 

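The 11 genes lie on 5 scaffolds: 4 on Peaxi162Scf00228, 2 each on Peaxi162Scf00058, Peaxi162Scf00691 and Peaxi162Scf00164, and 1 on Peaxi162Scf01160. All 4 on Peaxi162Scf00228 were induced in the wild type, with Peaxi162Scf00228g00110.1 rising from 0.188 to 13.5 CPM and Peaxi162Scf00228g00007.1 from 0.211 to 6.19 CPM (log2 fold change 4.79, and 6.03 without wild type control replicate 3). Peaxi162Scf00164g01137.1 rose from 1.08 to 15.1 CPM beside Peaxi162Scf00164g01138.1, and its response was lower in *ram1* (interaction −3.23, adjusted p 0.00435). On Peaxi162Scf00058 and Peaxi162Scf00691, 1 gene of each pair was induced. Peaxi162Scf01160g00124.1 rose from 2.29 to 17.7 CPM. Positions are known here only as scaffold names, which do not give distances between genes.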

The 11 MIG genes of petunia are distributed over 5 contigs in the genome (indicated by similar contig names in Fig. 4), i.e. some of them are arranged in close proximity in the genome, similar to the *M. truncatula* genes MIG1-MIG3 that are organized in a cluster as tandem repeats [38]. The MIG subfamily is specific to dicotyledonous plants species, but is absent from *Arabidopsis* (Additional file 8).

The RAM1/RAD1 subfamily is also absent from *Arabidopsis* but it exists both in monocot and dicot species that are competent to engage in AM (Additional file 9). This phylogenetic pattern is indicative of evolutionary selection for an AM-related function [44–46]. RAM1 and RAD1 belong to two closely related sister clades that each has at least one AM-induced member in *P. hybrida*, *M. truncatula*, and *L. japonicus* (Fig. 4; Additional file 9). 

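All 4 genes of the RAM1 and RAD1 clades were induced 5-fold in the wild type, and 3 of them in *ram1*. *RAM1* rose from its background in the wild type (log2 fold change 9.02, SE 0.273, adjusted p 5.18e-09) and in *ram1* (4.97, SE 0.287, 2.55e-06), with a smaller response in *ram1* (interaction −4.05, SE 0.585, 0.00219). Peaxi162Scf00089g00027.1 rose to 21.2 CPM in the wild type (6.73, SE 0.575; 8.71 and 6.11 without wild type control replicates 2 and 3) and 281.5-fold to 23.8 CPM in *ram1* (95% counting interval 95.9 to 1369), and Peaxi162Scf01390g00037.1 rose to 19.0 CPM in the wild type and 240-fold to 13.4 CPM in *ram1* (65.9 to 1985). Neither differed between the genotypes by the test (interaction adjusted p 0.532 and 0.735). Most reads of these 2 genes are shared with other genes (55 of 198 and 63 of 225 were unique in wild type mycorrhizal replicate 1), so their levels are uncertain. With unique reads alone both were still induced in both genotypes. Peaxi162Scf00452g00037.1 rose in the wild type from 0.300 to 6.21 CPM and had 1.54 and 1.30 CPM in *ram1* (interaction −4.60, SE 0.521, 0.000474). Transcripts of *RAM1* in *ram1* come from the mutant allele, and the counts do not show whether they are complete.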

A third clade with an AM-related phylogeny is the Os19 subfamily that has members in monocot and dicot species, but not *Arabidopsis* (Additional file 10). 

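A SCR gene, 3 SHR genes and the SCL3 gene were induced 5-fold in the wild type. The SCR gene Peaxi162Scf00624g00051.1 rose from 0.159 to 56.8 CPM in the wild type (log2 fold change 8.36, SE 0.455; 9.22 without wild type control replicate 3) and 223.7-fold to 17.3 CPM in *ram1* (95% counting interval 76.1 to 1088), without a difference between the genotypes (interaction adjusted p 0.775). Of the SHR genes Peaxi162Scf00075g01527.1 rose from 7.26 to 46.7 CPM in the wild type (2.68, SE 0.139, 1.57e-07) and less in *ram1* (interaction −1.53, 0.000893), Peaxi162Scf00058g00102.1 rose from 1.62 to 19.5 CPM, also with a smaller response in *ram1* (−2.84, 0.0112), and Peaxi162Scf00012g00295.1 rose in both (2.73 and 2.32). The SCL3 gene Peaxi162Scf00071g00098.1 had no read in either control group, rose at least 289-fold in the wild type, and had 7 reads in mycorrhizal *ram1* roots; limma called a smaller response in *ram1* (3.53e-06) and DESeq2 did too (0.0035), while edgeR gave 1. The Os19 gene Peaxi162Scf00495g00016.1 rose from 3.47 to 38.4 CPM in the wild type (3.46, SE 0.261) and not in *ram1* (adjusted p 0.619; interaction −3.27, 0.000355).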

Additional AM-induced members where identified in the SCARECORW (SCR) clade (Additional file 11), in the SHORT ROOT (SHR) clade (Additional file 12), as well as in the SCL3 clade (Additional file 13).

Since the GRAS genes were most prominent among the AM-inducible TF genes (Fig. 3), we further explored the expression of a subset of 11 GRAS genes. Quantitative real-time PCR (qPCR) analysis revealed that 8 of them were highly induced, or exclusively expressed, in mycorrhizal roots (Additional file 14). Interestingly, the three remaining genes were significantly repressed in mycorrhizal roots, relative to the controls (Additional file 14). To test whether these GRAS genes may also have a role in aerial organs, we also determined their expression in leaves, buds (shoot tips), stems, petals stamens and carpels. These experiments showed that the AM-induced GRAS genes (RAM1, GRAS1-GRAS6) were primarily or exclusively expressed in mycorrhizal roots (Additional file 15). The AM-repressed GRAS genes (GRAS11-GRAS13), on the other hand, exhibited an ubiquitous expression patterns, including the floral organs. These results show that several GRAS genes are dedicated to AM symbiosis, as it was shown in *L. japonicus* [47].

### Role of RAM1 during early stages of AM

One of the goals of this study was to identify the AM-inducible genes that depend on activation of RAM1, and from this information to interprete the defect of *ram1* mutants in AM symbiosis. In the first report on RAM1, its function has been proposed to be related to early presymbiotic signaling through the action on its target RAM2 [34, 48]. Recent studies, however, suggested that RAM1 might act later by controlling fungal morphogenesis during the formation of arbuscules in cells of the root cortex [35–37]. Since the biological functions of TFs are mediated by their target genes, we assessed well-defined groups of AM-related genes that can serve as markers for distinct stages of the interaction [3].

The earliest genes with a role in AM are involved in the biosynthesis and in the release of the phytohormone strigolactone (SL), which stimulates AM fungi [10, 11, 49]. A second set of genes is required for signaling upon mutual recognition between the two partners in AM, as well as in root nodule symbiosis, and therefore they are known as CSSP genes [3–5]. Both these groups of genes were only marginally affected at the transcriptional level in *ram1* mutants, indicating that their expression does not depend on RAM1 (Figs. 5 and 6).

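Most strigolactone and CSSP genes differed little between the genotypes in their response. Their levels in control roots differed for some: of 8 CSSP genes 3 were lower and 1 higher in *ram1*. Of 5 strigolactone genes 1 was lower and 0 higher. *Cyclops* had 1215, 949 and 843 reads in the wild type control libraries and 574, 326 and 388 in those of *ram1*. *CCD8* rose from 135 to 311 CPM in the wild type and from 119 to 279.9 CPM in *ram1* (log2 fold changes 1.21 and 1.23, interaction adjusted p 0.994). *D27* rose from 44.3 to 93.9 CPM in the wild type (1.08, SE 0.162, adjusted p 0.000744) and from 23.7 to 36.0 CPM in *ram1* (0.60), without a called difference (0.215; 0.0399 without *ram1* control replicate 3). *CCD7* passed in neither (0.149 and 0.82; wild type 0.00908 and interaction 0.00947 without *ram1* control replicate 3). *MAX1* had too few reads to test (3 to 8 in each library). Of the *MAX2* genes, *MAX2-A* did not respond (0.797), while *MAX2-B* fell in the wild type from 9.51 to 6.31 CPM and differed from *ram1*, with 11.4 and 15.0 CPM (interaction 0.98, SE 0.206, 0.0145). *Castor* fell in the wild type from 55.2 to 45.4 CPM and rose in *ram1* from 41.5 to 55.7 CPM (interaction 0.70, SE 0.129, 0.00799). *SYMRK* fell in the wild type (−0.50, 0.016), *Cyclops* rose in *ram1* from 33.7 to 75.6 CPM (1.17, 0.0132; interaction 0.0926, and 0.0139 without *ram1* control replicate 1), *Nena* rose in the wild type (0.0252), and *CCaMK* (interaction 0.309), *Pollux* (0.533), *Nup85* (0.586) and *Nup133* (0.513) showed no difference. Wild type calls were lost without single libraries for *CCD8* (control 2 and 3, mycorrhizal 2 and 3 of the wild type, 0.0564 to 0.0764), *SYMRK* (control 1 and mycorrhizal 3 of the wild type, 0.0543 to 0.0613), *Nena* (control 1, 2 and 3 and mycorrhizal 1 and 3 of the wild type, 0.0649 to 0.131) and *Castor* (all except wild type control 3, *ram1* control 3 and *ram1* mycorrhizal 3, 0.0545 to 0.146). Wild type *CCaMK* gained a call without wild type control 1 (0.0497). The *D27* call in *ram1* was also lost with DESeq2 size factors, library totals only, filterByExpr, no filter and unique gene reads (0.0514 to 0.0555), and the wild type *Castor* call with library totals only and no filter. With the 6 libraries of a comparison alone, calls were lost in the wild type for *MAX2-B*, *Castor* and *Nena* (0.0528 to 0.0556) and in *ram1* for *CCD8*, *D27*, *Castor* and *Cyclops* (0.0698 to 0.139). In *ram1*, calls were lost for *CCD8* without wild type control 2, wild type mycorrhizal 1 and 2, *ram1* control 2 and *ram1* mycorrhizal 2 and 3 (0.055 to 0.111), for *D27* without all except *ram1* control 1, *ram1* mycorrhizal 1 and wild type mycorrhizal 3 (0.0568 to 0.13), for *Castor* without *ram1* control 1 and 2 and mycorrhizal 3 (0.0712 to 0.104) and for *Cyclops* without *ram1* mycorrhizal 3 (0.0554). Camera called neither list, and a gene that passes no test is not shown to be unaffected.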

**Fig. 5:**
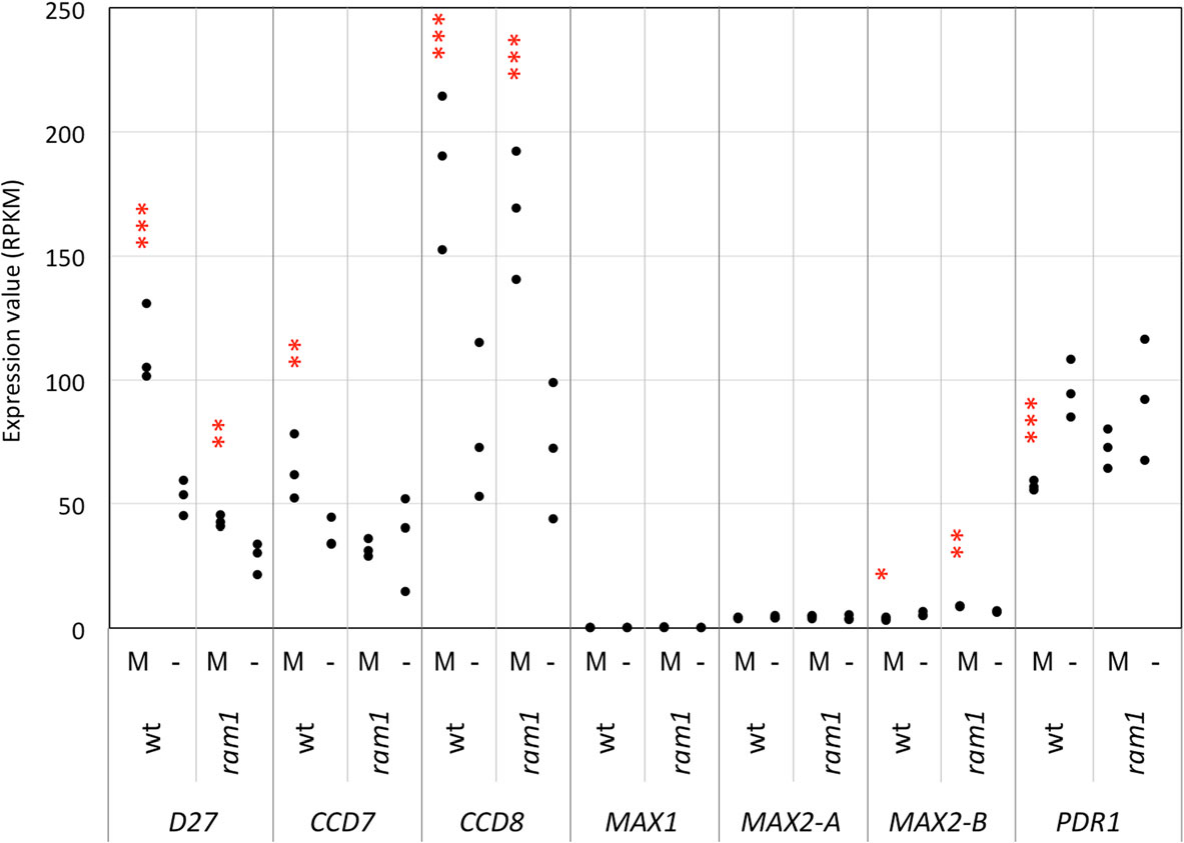
Expression of strigolactone-related genes. Gene expression levels are expressed as RPKM (Reads Per Kilobase per Million mapped reads). The following genes are represented: D27 (Peaxi162Scf00165g00212.1), CCD7 (Peaxi162Scf00377g00829.1), CCD8 (Peaxi162Scf00227g00714.1), MAX1 (Peaxi162Scf00327g00049.1), MAX2-A (Peaxi162Scf00384g00211.1) and MAX2-B (Peaxi162Scf00469g00034.1). Asterisks show significant changes between expression in mycorrhizal roots (M) compared to non-mycorrhizal controls (−) for *p* < 0.05 (*), *p* < 0.01 (**), and *p* < 0.001 (***)

**Fig. 6:**
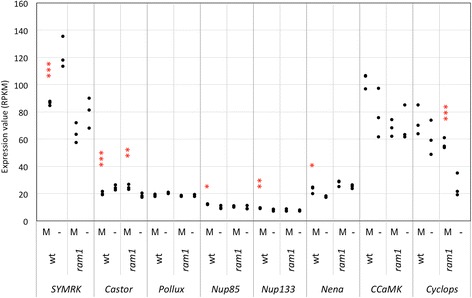
Expression of CSSP genes. Gene expression levels are expressed as RPKM (Reads Per Kilobase per Million mapped reads). The following genes are represented: SYMRK (Peaxi162Scf00703g00117.1), Castor (Peaxi162Scf00883g00321.1), Pollux (Peaxi162Scf00002g02318.1), Nup85 (Peaxi162Scf00227g00812.1), Nup133 (Peaxi162Scf00776g00233.1), Nena (Peaxi162Scf00074g01141.1), CCaMK (Peaxi162Scf00647g00529.1) and Cyclops (Peaxi162Scf02295g00022.1). Asterisks show significant changes between expression in mycorrhizal roots (M) compared to non-mycorrhizal controls (−) for *p* < 0.05 (*), *p* < 0.01 (**), and *p* < 0.001 (***)

### Role of RAM1 during arbuscule development

Many of the AM-induced genes are thought to have a specific symbiosis-related function. Some of them appear to function in cellular infection (penetration) and in intracellular accommodation of AM fungi [3]. Among these, VAPYRIN and EXO70i are the best characterized examples [50–53].

At later stages, the symbiotic function of arbuscules requires the activity of specific nutrient transporters such as the phosphate transporter PT4, which is localized to the periarbuscular membrane, where it mediates the transfer of inorganic phosphate delivered by the fungus into the symbiotic interface [27]. Other proteins, such as STR and STR2 have been shown to be expressed in cells with arbuscules and to be localized to the periarbuscular membrane as well, but their function in symbiosis is unknown [54]. Finally, for genes such as *RAM2*, it is clear that they are expressed in cells with arbuscules, while the function and the localization of the protein is elusive. Nevertheless, all these genes are established markers for cells with functional arbuscules, and they are essential for AM.

In order to test for the function of RAM1 at later stages of AM, we assessed the expression of later marker genes in *ram1* mutants. The markers VAPYRIN and EXO70i, which are involved in arbuscule morphogenesis and branching, show a basal level of expression and are induced in mycorrhizal roots [50, 52, 53]. In *ram1*, they showed a similar behavior as in the wild type, but with considerably lower levels of induction (Fig. 7). 

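*Vapyrin* and *EXO70i* were induced in both genotypes. *Vapyrin* rose from 26.2 ± 9.85 to 142 ± 8.39 CPM in the wild type (log2 fold change 2.44, SE 0.227, adjusted p 2.1e-05) and from 18.3 to 53.4 ± 8.35 CPM in *ram1* (1.54, SE 0.224, 0.00309). *EXO70i* rose from 3.08 to 59.3 CPM in the wild type (4.27, SE 0.342) and from 0.291 to 6.28 CPM in *ram1* (4.38, SE 0.480). Its level in *ram1* was thus lower in control roots already (−3.38, adjusted p 0.000392), and the fold change did not differ between the genotypes (interaction 0.11, SE 0.478, 0.92). For *Vapyrin* the interaction was −0.90 (SE 0.310) with an adjusted p of 0.0951 in edgeR, 0.0665 in limma and 0.0453 in DESeq2; over all alternatives it ranged from 0.00554, without wild type control replicate 1, to 0.179.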

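*MAP70-5* responded less in *ram1*, and for *EXO84* the difference was at the limit of the test. *MAP70-5* rose from 0.647 to 42.7 CPM in the wild type (log2 fold change 6.02, SE 0.377, adjusted p 7.52e-07) and from 1.55 to 11.2 CPM in *ram1* (2.82, SE 0.333), with an interaction of −3.20 (SE 0.513, 0.00412). *EXO84* rose from 1.76 to 51.3 CPM in the wild type (4.86, SE 0.488; 5.47 without wild type control replicate 1) and from 1.30 to 6.97 ± 4.05 CPM in *ram1* (2.37, SE 0.507, 0.0209). The *EXO84* interaction of −2.48 had an adjusted p of 0.0524 in edgeR, 0.0252 in limma and 0.006 in DESeq2, with 0.162 as the highest over all alternatives. In edgeR it passed with DESeq2 size factors, filterByExpr and unique gene reads, and without wild type control replicate 1, *ram1* control replicate 3 or *ram1* mycorrhizal replicates 1 or 2 (0.0262 to 0.0492), and the rise in *ram1* was lost without *ram1* control replicate 1 or mycorrhizal replicates 2 or 3 (0.0643 to 0.0781), with the 6 libraries of *ram1* alone and with the Baggerly p values. Of the 4 infection genes of Fig. 7, all rose in both genotypes, 3 of them 5-fold in *ram1*.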

A second component of the exocyst, EXO84, as well as an AM-responsive gene encoding a microtubule-associated protein (MAP gene), which might be involved in arbuscule morphogenesis [55, 56], showed very similar expression patterns as EXO70i (Fig. 7).

**Fig. 7:**
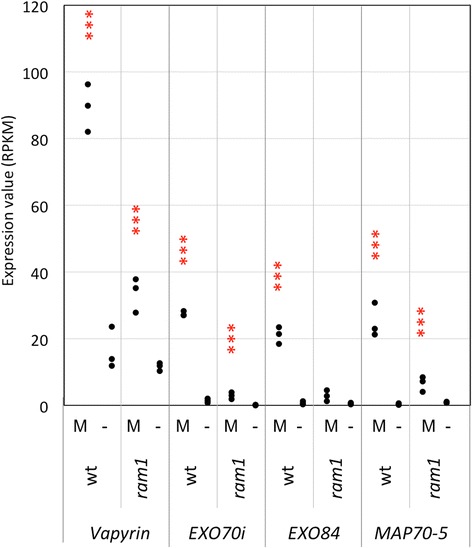
Expression of genes related to cellular functions in AM. Gene expression levels are expressed as RPKM (Reads Per Kilobase per Million mapped reads). The following genes are represented: Vapyrin (Peaxi162Scf00575g00001.1), Petunia EXO70i orthologue (Peaxi162Scf00081g02225.1), the exocyst complex component EXO84 (Peaxi162Scf00415g00042.1) and the microtubule-associated protein 70-5 (MAP70-5, Peaxi162Scf00008g00212.1). Asterisks show significant changes between expression in mycorrhizal roots (M) compared to non-mycorrhizal controls (−) for *p* < 0.05 (*), *p* < 0.01 (**), and *p* < 0.001 (***)

In contrast to this expression pattern, the expression of marker genes with late functions in arbusculated cells is essentially restricted to cells with functional arbuscules. In particular, PT4, AMT2, RAM2, STR, and the duplicated STR2A and STR2B, which are not expressed in non-mycorrhizal control roots (Fig. 8), were not expressed in mycorrhizal *ram1* mutant roots (Fig. 8). Hence, the induction of these late AM-related marker genes depends on *RAM1* and/or fully developed arbuscules. 

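The arbuscule genes were strongly induced in the wild type and reached at most a few percent of that level in *ram1*. *PT4* rose from 13.2 ± 11.3 to 606 ± 54.2 CPM in the wild type (log2 fold change 5.52, SE 0.646, adjusted p 0.000129; 6.48 without control replicate 1) and did not change in *ram1*, with 4.38 and 6.92 CPM (0.522). Its control reads in the 3 wild type libraries were 320, 103 and 62, and those of *STR2A* 271, 142 and 59. *AMT2* rose 2221-fold in the wild type (95% counting interval 760 to 10772; 3 and 6460 reads) and not in *ram1* (0.658), *RAM2* rose at least 3543-fold, and *STR* 2584-fold (884 to 12532). *STR2A* rose from 12.9 to 153 CPM (3.58, SE 0.498; 4.20 without wild type control replicate 1), and *STR2B* from 0.323 to 201 ± 23.9 CPM (9.23, SE 0.428). In *ram1*, *STR* rose 94.8-fold to 8.37 ± 5.31 CPM (32.0 to 463), *STR2A* from 0.563 to 4.69 ± 3.18 CPM (2.94, SE 0.726, 0.0333; 2.31 without mycorrhizal replicate 2) and *STR2B* from 0.190 to 3.36 CPM (4.10, SE 0.538, 0.00141; 6.09 and 3.50 without control replicates 1 and 3), and *RAM2* had 14 reads (0.0395). The *ram1* call was lost for *STR2A* without control replicates 1 or 2 or mycorrhizal replicates 2 or 3 of *ram1* (0.0708 to 0.116), and for *RAM2* without any wild type mycorrhizal replicate, control replicates 1 or 2 or mycorrhizal replicate 3 of *ram1* (0.0576 to 0.096). Both were also lost with the 6 libraries of *ram1* alone and with the Baggerly p values, and *STR2B* with the 6 libraries. Levels in mycorrhizal *ram1* roots were 1.14% of those in the wild type for *PT4*, 0.0479% for *AMT2*, 0.19% for *RAM2*, 4.00% for *STR*, 3.07% for *STR2A* and 1.67% for *STR2B*.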

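For *PT4*, *AMT2* and *STR2B* the response was smaller in *ram1* than in the wild type. The interaction log2 fold changes were −4.90 for *PT4* (SE 0.856, adjusted p 0.0065; −5.89 without wild type control replicate 1), −10.16 for *AMT2* (SE 1.88, 0.00849) and −5.14 for *STR2B* (SE 1.09, 0.0153). The *AMT2* value was −11.05 and −11.00 without wild type control replicate 2 and *ram1* mycorrhizal replicate 3, and its call was lost without *ram1* control replicate 1 (0.0604); *STR2B* was at −3.15 (0.373) and −5.73 without *ram1* control replicates 1 and 3. For *STR*, edgeR gave an adjusted p of 0.206, limma 0.000796 and DESeq2 0.00694 (0.571 at the highest over all alternatives), and for *RAM2*, which has no control read, 1, 1.64e-06 and 3.79e-06. *STR2A* did not differ (0.722), since its level was lower in *ram1* control roots already (−4.47, 0.000389). Dependence on RAM1 and dependence on complete arbuscules cannot be told apart with these libraries.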

Taken together, these results indicate that the induction of late AM-specific genes strictly depends on *RAM1*, whereas earlier genes, including genes required for signaling, cellular penetration, and intracellular accommodation show little or intermediate dependence on *RAM1*. 

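The 6 arbuscule genes all rose in the wild type (camera with an estimated correlation, adjusted p 0.0185), and 3 responded less in *ram1* by edgeR (camera 0.038). Of the 4 infection genes 1 passed in the interaction, and 3 when p was adjusted over the list alone. Of 5 strigolactone genes 2 rose in the wild type and 2 in *ram1*, and of 8 CSSP genes 1 and 2. The camera result for the arbuscule genes in the interaction was above 0.05 without wild type control replicates 2 (0.0607) and 3 (0.073), wild type mycorrhizal replicates 1 (0.0537) and 3 (0.076), control replicate 3 (0.133) or mycorrhizal replicates 1 (0.0678) and 3 (0.0715) of *ram1*. With both control replicate 3 and mycorrhizal replicate 1 of *ram1* left out, neither this call nor that in the wild type remained. The paper reasons from the single genes of Figs. 5 to 8 that late genes depend strictly and earlier genes little or partly on RAM1. The groups were not tested against each other here, and the infection genes are too few for a list test.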

Based on the essential function during AM of RAM1-dependent genes such as *PT4*, *RAM2*, *STR* and *STR2*, the defect of *ram1* mutants in arbuscule formation and in the establishment of a functional symbiosis can be explained by the lack of induction of these genes in *ram1*.

**Fig. 8:**
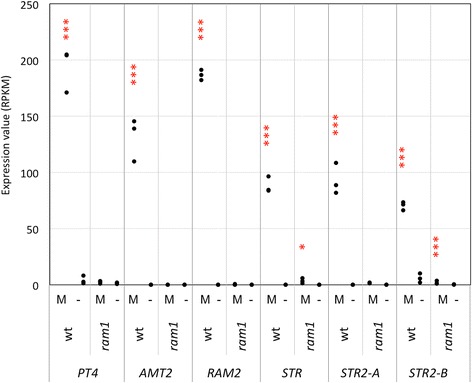
Expression of arbuscule-related genes. Gene expression levels are expressed as RPKM (Reads Per Kilobase per Million mapped reads). The following genes are represented: PT4 (Peaxi162Scf00618g00532.1), ammonium transporter AMT2 (Peaxi162Scf00341g00514.1), RAM2 orthologue (Peaxi162Scf00129g00625.1), STR (Peaxi162Scf00282g00221.1) and two STR2 (Peaxi162Scf00286g00240.1, Peaxi162Scf00378g00624.1). Asterisks show significant changes between expression in mycorrhizal roots (M) compared to non-mycorrhizal controls (−) for *p* < 0.05 (*), *p* < 0.01 (**), and *p* < 0.001 (***)

In order to obtain indepent evidence for the gene expression patterns described above, we employed qPCR. Selected representatives were chosen from the four gene groups based on their potential importance for AM symbiosis. D27 and CCD8 are involved in SL biosynthesis, SYMRK and CYCLOPS are components of the CSSP, VAPYRIN is essential for infection, whereas PT4 and RAM2 are essential for arbuscule functioning. Comparison of their expression showed that the early genes (D27, CCD8, SYMRK, CYCLOPS) were only marginally affected by the *ram1* mutation, whereas PT4 and RAM2 induction in mycorrhizal roots was undetectable in *ram1* mutants, as in non-colonized roots. These results are in line with our RNAseq data (Figs. 5, 6, 7 and 8), as well as with the literature on RAM1 [34–37, 47].

## Discussion

### Establishment of AM

Endosymbioses of plants such as AM and RNS involve intracellular accommodation of fungal and bacterial mutualists, respectively, in root cells. In the case of RNS, a new organ, the nodule, is formed which is optimized for efficient symbiotic function. In order to allow root cells to be infected and to establish the cellular machinery required for new symbiosis-related functions, such as suppression of defense, intracellular accommodation of the microbe, and nutrient exchange, the host cells need to be fundamentally reprogrammed. The reprogramming of root cells during the establishment of AM has been described in several host species at the cellular level [55, 57–60], as well as at the transcriptomic level [18–24]. Both approaches revealed considerable commonalities of AM in different hosts, indicating a high degree of conservation. Consistent with these observations, a conserved signalling pathway, the CSSP, is required for the development of AM as well as of RNS [3–5].

### Transcriptional networks in AM

The conserved patterns of gene induction in AM [18] suggests that a conserved machinery reprograms root cells for symbiosis, and indeed, the conserved function of the GRAS protein RAM1 in gene regulation and arbuscule morphogenesis in various AM-competent angiosperms indicates that RAM1 may represent a central component in this machinery [34–37, 47]. Little is known about the regulatory cascade that induces AM-related genes downstream of the CSSP. The best-characterized TFs with a role in AM symbiosis are RAM1 and CYCLOPS (CYC). Recent evidence suggests that CYC is activated by direct interaction with CCaMK, which responds to calcium spiking in the nucleus [17]. Activated CYC targets the promoter motif GCCGGC that occurs in many AM-related genes of *M. truncatula* [45]. In particular, CYC induces the transcription of RAM1, which in turn can activate downstream AM-related target genes [34–37, 47].

### Role of GRAS transcription factors in AM symbiosis

Transcriptional reprogramming often relies on cascades of TFs with upstream master regulators, and downstream transcriptional networks involving multiple TFs for functionally relevant groups of target genes. CYC is likely to function as a master switch, since it is directly activated by the CSSP, and it is itself not transcriptionally induced during AM, just as the other components of the CSSP (Fig. 6). Hence, it does not require transcriptional activation for its function in AM. In contrast, *RAM1* is strongly induced during AM. It is a direct target of CYC [36], and the fact that *cyc* mutants transformed with a *RAM1* overexpression construct exhibit restored AM colonization [36] suggests that CYC acts primarily through *RAM1*. Therefore, RAM1 may represent a subordinate master regulator that activates the donwstream AM-related genes required for AM functioning. Indeed, previous results have shown that induction of several AM marker genes depends on *RAM1* [34–37, 47].

Here, we show that GRAS proteins represent an important part of the transcriptional network required for AM, as it is the case for *L. japonicus* [47]. An interesting case is the MIG family of TFs, which represent a dicot-specific GRAS subfamily with AM-induction in *M. truncatula*, *L. japonicus*, as well as in petunia (Additional file 8). The fact that *MIG* genes are arranged in tandem repeats both, in *M. truncatula* as well as in petunia, suggests that they have been subject to repeated gene duplications. Interestingly, the phylogenetic patterns between the two species suggests that the MIG duplications were species-specific and therefore more recent then the common ancestor of the two species (Additional file 8). 

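Of the 7 DELLA genes read from Fig. 4, 5 had enough reads to test, and none was induced 5-fold in the wild type. That number was 0 with edgeR, at unadjusted p below 0.05, with limma and with DESeq2. Peaxi162Scf00159g00167.1 rose from 68.6 to 97.0 CPM in the wild type (log2 fold change 0.50, SE 0.130, adjusted p 0.018), with 102.4 and 145 CPM in *ram1*, and lost this call without wild type control replicates 1 and 3 and mycorrhizal replicates 2 and 3 (0.0537 to 0.0744). Peaxi162Scf00305g00129.1 had 114.7 and 100.3 CPM in the wild type (0.283). Peaxi162Scf00939g00235.1 had 6.03 and 5.85 CPM in the wild type but rose from 6.64 to 15.2 CPM in *ram1* (1.2, SE 0.212, 0.01; interaction 1.24, 0.029), and the interaction was lost without 8 single libraries (0.0522 to 0.0741), all but wild type control replicate 2, wild type mycorrhizal replicate 3, *ram1* control replicate 3 and *ram1* mycorrhizal replicate 1. Peaxi162Scf00939g00210.1 fell in the wild type from 4.13 to 1.87 CPM (−1.14, 0.0464), a call lost without wild type control replicates 1 and 3, wild type mycorrhizal replicates 1, 2 and 3, *ram1* control replicate 1 and *ram1* mycorrhizal replicates 2 and 3 (0.0507 to 0.155). In *ram1* it rose 6.65-fold, from 3 to 16 reads (95% counting interval 1.90 to 35.6; fitted log2 fold change 2.54, adjusted p 0.0452; interaction 3.68, 0.016), and lost the *ram1* call whichever single library was left out (0.0525 to 0.128). Peaxi162Scf00939g00231.1 had 0.70 and 0.877 CPM in the wild type (0.657) and rose from 2.06 to 4.96 CPM in *ram1* (1.28, SE 0.336, 0.0394; interaction 0.288), a call lost with the 6 libraries of *ram1* alone and whichever library except wild type mycorrhizal replicate 3 was left out (0.0508 to 0.117). Peaxi162Scf00939g00234.1 and Peaxi162Scf00361g00101.1 had at most 4 reads in any library and were not tested. Transcript levels do not measure DELLA protein.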

Although DELLA proteins have been shown to be important for AM in monocots and dicots [36, 61, 62], no DELLA gene was induced in petunia (Fig. 4), indicating that their expression may be constitutively active independent of the mycorrhizal status.

### RAM1 regulates late genes in AM with a role in symbiotic functioning

We have used several sets of marker genes for specific stages of AM to map the point of action of RAM1 in AM. Based on our comparative transcriptomic analysis, RAM1 has no role in the regulation of early genes such as the presymbiotic SL-related genes, and the CSSP genes (Figs. 5 and 6). This conclusion is consistent with a role of RAM1 downstream of CYC and downstream of the CSSP. A partial dependence of the infection markers VAPYRIN and EXO70i (Fig. 7) suggests that RAM1 may contribute, directly or indirectly to the induction of these genes.

Considering later genes that encode proteins with essential roles in nutrient exchange and in arbuscule functioning, and that are expressed only in cells with developing arbuscules, it appears that RAM1 directly or indirectly controls a wide array of these target genes (Additional file 3; Fig. 8). Interestingly, recent evidence suggests that some of these genes (in particular RAM2, STR, and STR2) may be related to the supply of the fungal partner with lipid-related substrates [63, 64]. Taken together, these findings and results from previous studies [34–37, 47], suggest that RAM1 acts as a central element in the transcriptional activation of arbuscule-related genes.

## Conclusion

*RAM1* encodes a GRAS transcription factor that is essential for the induction of the majority of AM-inducible genes. In particular, late arbuscule-related genes that encode essential functions in nutrient exchange are strictly dependent on RAM1. Since these genes are required for the establishment of AM, the defect of *ram1* mutants in AM development can be explained by the lack of induction of these essential target genes. An interesting outcome of our study was the observation that many TFs, in particular GRAS TFs are induced in mycorrhizal roots, of which the majority belongs to phylogenetic clades that are absent from the non-mycorrhizal model plant *Arabidopsis*, thus indicating that they may have been under selection for a function in symbiosis.

## Methods

### Plant material, growth conditions, and inoculation

*Petunia hybrida* wild type W115 and petunia *ram1-2* [37] seeds were surface-sterilized with sodium hypochlorite (1.3%, 10 min), rinsed five times in sterile water and germinated on seedling substrate (Klasmann, http://www.klasmann-deilmann.com). After 4 weeks, plantlets were transferred to 10x10cm pots containing a sterilized mixture of 75% sand with 25% unfertilized soil and inoculated with around 30 g of soil inoculum of *Rhizophagus irregularis* (MUCL 43204). Plants were grown in growth chambers with a day/night cycle of 12 h (25 °C)/12 h (20 °C). Plants were fertilized weekly with a solution containing 3 mM MgSO_4_, 0.75 mM KNO_3_, 0.87 mM KCl, 0.2 mM KH_2_PO_4_, 1.52 mM Ca(NO_3_)_2_, 0.02 mM NaFeEDTA, 11 μM MnSO_4_, 1 μM ZnSO_4_, 30 μM H_3_BO_3_, 0.96 μM CuSO_4_, 0.03 μM (NH_4_)_6_Mo_7_O_24_, and 0.01 μM Na_2_MoO_4_.

### Sample preparation and analysis

Plant roots were harvested 15 days post infection (dpi). Roots were removed from substrate under tap water and cut into ~1 cm small pieces. Two subsamples of about 100 mg were immediately frozen in liquid nitrogen, stored at −80 °C and lyophilised. One subsample of about 100 mg was taken for root colonization measurements.

Total RNA was extracted from lyophilized roots using the guanidinium thiocyanate-phenol-chloroform method [65] and DNAse treated on column (DNA, RNA and protein purification, Macherey-Nagel, Switzerland). Total RNA was quantified with the Qbit RNA BR Assay kit and purity was estimated using the Nanodrop (ND-1000, Witec, Switzerland). Preparation of 12 libraries and 2 × 100 bp pair-end Illumina HiSeq mRNA sequencing (RNA-Seq) was performed by Beckman Coulter Genomics (Danvers, MA, USA). RNAseq raw data were submitted to GEO (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=gzofymqunhctjcd&acc=GSE96896).

### Sequence processing

Raw reads were trimmed for quality and aligned to the *Petunia axillaris* v4 reference transcripts from solgenomics (https://solgenomics.net) using the suite CLC Genomics Workbench v9. For mapping, the minimum length fraction was 0.9, the minimum similarity fraction 0.9 and the maximum number of hits for a read was set to 10. The unique and total mapped number of reads for each transcript was determined, and then normalized to RPKM (Reads Per Kilobase of exon model per Million mapped reads). Intact pairs were counted as two, broken pairs as one. Fold change values were calculated by proportion-based test statistics [41] with a False Discovery Rate (FDR) correction for multiple testing [66]. Genes were considered differentially expressed if the induction ratio was either 2-fold induced or repressed (−2 ≤ or ≥2) with an FDR-corrected *p*-value of *p* < 0.05, and if the difference between mycorrhizal and control tretments was at least 10 reads.

Gene set enrichment was performed with CLC Genomic Workbench by using the unconditional GOstats test of [67] based on the *Petunia axillaris* v4 annotation. This test measures the extent to which the annotation categories of features in up (≥2) or down (≤ − 2) differentially expressed gene lists are over- or under-represented relative to those of the features in the total Petunia gene repertoire, The “*p*-value” corresponds to the tail probability of the hyper geometric distribution. This value indicates whether functionally related gene groups defined by GO terms are significantly over- or underrepresented among genes that are differentially regulated compared to the gene set in the complete genome.

### Real time PCR

Reverse transcription was performed on 1 μg of RNA with the Omniscript reverse transcription (RT) kit (Qiagen) using a mix of oligo(dT) and random primers (Promega) according to the manufacturer’s instructions. Quantitative Real-Time PCR was performed on a mic qPCR cycler (Bio Molecular Systems) with the SensiMix SYBR Hi-ROX Kit (Bioline). Relative expression was calculated using the GAPDH gene as reference gene [39]. Results shown in Additional files 14 and 15 were obtained with RNA isolated from shoot tips (bud), leaves, pistils, stems, stamens, petals, control roots (roots-NM), and mycorrhizal roots harvested 5 weeks after inoculation with *R. irregularis* MUCL43204 (roots-M). Results shown in Additional file 16 were obtained using the same RNA samples as the RNAseq experiment.

### Phylogenetic analysis

For phylogenetic analysis, the GRAS amino acid sequences were aligned with ClustalW (http://www.ebi.ac.uk/Tools/msa/clustalw2/) using the following multiple alignment parameters: gap opening penalty 15, gap extension penalty 0.3, and delay divergent sequences set to 25%; and the Gonnet series was selected as the protein weight matrix. Neighbor joining trees were constructed using Poisson correction model for distance computation in MEGA4 [68]. Bootstrap analysis was carried out with 1000 replicates. Branch lengths (drawn in the horizontal dimension only) are proportional to phylogenetic distances.

## Additional files

Additional file 1: Summary table of RNAseq experiment. (PDF 55 kb)

Additional file 2: Summary table of gene expression changes in wild type and *ram1.* Induction and repression ratios are expressed as the ratio between mycorrhizal roots and their respective non-mycorrhizal controls. (PDF 40 kb)

Additional file 3: Table listing the complete gene data set of this study. (XLSX 4836 kb)

Additional file 4: Table listing the genes induced at least 5-fold in the wild type and their expession in *ram1*. All AM-incucible genes were sorted according to their predicted functional category as in Fig. 2. Expression values (RPKM) are given for mycorrhizal wild type (wt-M_RPKM means), wild type control roots (wt-NM_RPKM means), mycorrhizal *ram1* (ram1-M_RPKM means), and *ram1* control roots (ram1-M_RPKM means). The respective induction ratio (AM vs. control roots) are given for the wildtype (column P) and *ram1* (Column BB). (XLSX 542 kb)

Additional file 5: Figure showing the global comparison of AM-dependent gene expression in wild type and *ram1*. Gene induction ratios for AM-induced genes were plotted for wild type (grey), and *ram1* (black) for the AM-inducible genes listed in Additional file 4. An arrow indicates the start of the genes belonging to group 7 (Carbohydrate metabolism), which were only moderately induced (<50-fold), relative to the other groups. (PDF 134 kb)

Additional file 6: Table showing the global comparison of GO terms induced or repressed in wild type and *ram1*. Genes were assigned to biochemical and cellular functions based on common GO terms. Only GO terms with significant overrepresentation (*p* < 0.05) among induced or repressed genes are shown. (XLSX 17 kb)

Additional file 7: Table of AM-inducible transcription factors. AM-induced transcription factor genes were classified according to their sequence features. The corresponding induction pattern in *Lotus japonicus* is given for comparison [47]. (PDF 50 kb)

Additional file 8: Figure of phylogenetic tree of GRAS proteins in the AM-specific *Pt20*/*MIG* subfamily. AM-induced genes from *P. axillaris* (Peaxi), *M. truncatula* (Medtr), and *L. japonicus* (Lojap) are marked with red circles; the functionally tested *MIG1* gene from *M. truncatula* is marked with a blue circle. The closest homologue in *A. thaliana* (AT) is highlighted with a red frame. Potri: *Populus trichocarpa*. The distance bar indicates substitutions per site. (PDF 62 kb)

Additional file 9: Figure of phylogenetic tree of GRAS proteins in the AM-specific *RAD1* and *RAM1* subfamilies. AM-induced genes are marked with red circles; functionally tested homologues from *P. axillaris* (Peaxi) *M. truncatula* (Medtr) and *L. japonicus* (Lojap) are marked with blue circles. The closest homologue in *A. thaliana* (AT) is highlighted with a red frame. Potri: *P. trichocarpa*; Sobic: *S bicolor*; Bradi: *Brachipodium distachyon*; Os: *O. sativa*). The distance bar indicates substitutions per site. (PDF 61 kb)

Additional file 10: Figure of phylogenetic tree of GRAS proteins in the AM-specific Os19 subfamily. AM-induced genes in *L. japonicus* (Lojap) and *P. axillaris* (Peaxi) are marked with red circles. The closest homologue in *A. thaliana* (AT) is highlighted with a red frame. Potri: *P. trichocarpa*; Sobic: *S. bicolor*; Bradi: *B. distachyon*; Os: *O. sativa*). The distance bar indicates substitutions per site. (PDF 58 kb)

Additional file 11: Figure of phylogenetic tree of GRAS proteins in the SCARECROW subfamily. AM-induced genes from *P. axillaris*, (Peaxi), *M. truncatula* (Medtr), and *L. japonicus* (Lojap) are marked with red circles. The closest homologue in *A. thaliana* (AT) is highlighted with a red frame. Potri: *P. trichocarpa*; Sobic: *S bicolor*; Bradi: *B. distachyon*; Os: *O. sativa*). The distance bar indicates substitutions per site. (PDF 59 kb)

Additional file 12: Figure of phylogenetic tree of GRAS proteins in the SHORT ROOT subfamily. AM-induced genes from *P. axillaris* (Peaxi), *M. truncatula* (Medtr) and *L. japonicus* (Lojap) are marked with red circles. The functionally characterized NSP1 gene from *M. truncatula* is marked with a blue circle. The closest homologues in *A. thaliana* (AT) are highlighted with red frames. Potri: *P. trichocarpa*; Sobic: *S bicolor*; Bradi: *B. distachyon*; Os: *O. sativa*). The distance bar indicates substitutions per site. (PDF 63 kb)

Additional file 13: Figure of phylogenetic tree of GRAS proteins in the SCARECROW-LIKE3 subfamily. AM-induced genes from *P. axillaris* (Peaxi), *M. truncatula* (Medtr), and *L. japonicus* (Lojap) are marked with red circles. The closest homologue in *A. thaliana* (AT) is highlighted with a red frame. Potri: *P. trichocarpa*; Sobic: *S bicolor*; Bradi: *B. distachyon*; Os: *O. sativa*). The distance bar indicates substitutions per site. (PDF 62 kb)

Additional file 14: Expression of GRAS genes in mycorrhizal roots. Expression analysis by qPCR of various GRAS transcription factor genes in mycorrhizal roots (dark grey columns) and control roots (light grey columns). In all cases, the expression was significantly different. Identities and gene names of GRAS genes can be found in Additional file 3. (PDF 56 kb)

Additional file 15: Expression of GRAS genes in various aerial tissues. Global expression analysis by qPCR of various GRAS transcription factor genes in tissues collected from mycorrhizal roots (Root-M), control roots (Root-NM), shoot tips (buds), and various aerial organs (Leaf, Pistil, Stem, Stamen, Petal). Note logarithmic scale of y-axis. Identities and gene names of GRAS genes can be found in Additional file 3. (PDF 96 kb)

Additional file 16: Expression of AM-related genes involved at different stages of AM interaction. Expression analysis by qPCR of D27, CCD8, SYMRK, VAPYRIN, PT4, and RAM2 in wild type (dark grey columns) and *ram1* mutants (light grey columns) with the AM fungus *R. irregularis* (Ri) or in nonmycorrhizal controls. Note logarithmic scale of y-axis. Identities and gene names of GRAS genes can be found in Additional file 3. (PDF 40 kb)

## Abbreviations

AM: Arbuscular mycorrhiza
CCaMK: Calcium- and calmodulin-dependent protein kinase
CSSP: Common symbiosis signalling pathway
CYC: CYCLOPS
GRAS: GAI, RGA, SCR
RAM1: Required for arbuscular Mycorrhiza1
SL: Strigolactone
STR: Stunted arbuscule
TF: Transcription factor

# Supplementary material for: Role of the GRAS transcription factor ATA/RAM1 in the transcriptional reprogramming of arbuscular mycorrhiza in Petunia hybrida
**Source:** BMC Genomics. 2017 Aug 8;18:589. doi: 10.1186/s12864-017-3988-8
**Supplement:** Supplementary file 1 — Summary table of RNAseq experiment.

Additional File 1: General information on RNAseq experiment

	wt		<i>ram1</i>	
	NM	M	NM	M
Mean number of reads	18 515 472	18 789 580	19 718 736	19 010 779
% fungal reads	N.A	6.360 ± 0.020	N.A	2.557 ± 0.003
% colonisation	N.A	20 ± 5 %	N.A	15 ± 8 %

# Supplementary material for: Role of the GRAS transcription factor ATA/RAM1 in the transcriptional reprogramming of arbuscular mycorrhiza in Petunia hybrida
**Source:** BMC Genomics. 2017 Aug 8;18:589. doi: 10.1186/s12864-017-3988-8
**Supplement:** Supplementary file 2 — Summary table of gene expression changes in wild type and ram1. Induction and repression ratios are expressed as the ratio between mycorrhizal roots and their respective non-mycorrhizal controls.

Additional File 2: Number of genes per conditions

Total genes	32928	
expressed in roots	22954	
	wt	<i>ram1</i>
induced ≥ 2	1321	475
induced ≥ 5	650	201
repressed ≤ 2	797	717
repressed ≤ 5	91	51
significantly regulated	7050	3992
induced ≥ 5 AM-specific	430	151

# Supplementary material for: Role of the GRAS transcription factor ATA/RAM1 in the transcriptional reprogramming of arbuscular mycorrhiza in Petunia hybrida
**Source:** BMC Genomics. 2017 Aug 8;18:589. doi: 10.1186/s12864-017-3988-8
**Supplement:** Supplementary file 7 — Table of AM-inducible transcription factors. AM-induced transcription factor genes were classified according to their sequence features. The corresponding induction pattern in Lotus japonicus is given for comparison [47].

Additional File 7: Transcription factors induced in mycorrhizal roots

	Total	induced in<br>WT	Induced in<br><i>ram1</i>	Xue et al.<br>2015
**Total**	**1610**	**53**	**17**	**45**
GRAS	78	19	7	18
AP2/ERF	156	9	6	8
MYB	468	4	0	3
NAC	135	4	1	4
MADS	128	3	0	2
C2H2	71	3	2	5
bHLH	182	1	0	NA
B3	82	1	1	NA
bZIP	80	1	0	1
DOF	35	1	0	NA
jumonji	24	1	0	NA
WRKY	86	0	0	1
ARF	25	0	0	1
LOB	60	0	0	1
NIN	NA	NA	NA	1

How the deposited data were processed for this re-analysis (not part of the article)

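RNA of petunia roots was sequenced from 12 samples: mycorrhizal and non-mycorrhizal control roots of the wild type W115 and of *ram1*, each with 3 replicate plants. The plants were inoculated from nurse plants. The methods of the paper give a day and night of 12 h each, the sample labels 16 h and 8 h. For both genotypes the authors deposited a table with 1 line per gene model. According to the methods and table headers, they trimmed the reads, aligned them to the *P. axillaris* reference transcripts in the CLC Genomics Workbench with limits on aligned length, similarity and number of matches, and counted an intact pair as 2 and a broken pair as 1. The authors made the counts, total gene reads and unique gene reads, by counting the aligned reads of each gene model in each library, without normalization. They computed the deposited RPKM values in the same program from these alignments, scaled to transcript length and mapped reads. The tables also hold expression values identical to the total gene reads and the result of Baggerly's test as a signed fold change of proportions and an FDR-corrected p.

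The later steps were run anew from these counts. The total gene reads of 32928 gene models were used, and a gene was tested when its mean reached 10 reads in at least 1 of the 4 groups. Libraries were scaled with TMM, and edgeR 4.0.16 in R 4.3.3 fitted 1 quasi-likelihood model of the 4 groups. The comparisons were mycorrhizal against control roots in the wild type and in *ram1*, the interaction of the 2, and *ram1* against the wild type in control and in mycorrhizal roots. The p values were adjusted after Benjamini and Hochberg within each comparison, with a threshold of 0.05. Fold thresholds of 2 and 5 were applied to the fitted fold change, which has the default prior count of edgeR. A prior count of 2 was used for log2 CPM values. The SE of a log2 fold change is its size divided by the square root of the quasi-likelihood F. CPM are counts scaled to a common library size with TMM, given as means of 3 replicates. The RPKM were tabulated and are not printed. Where a group had no read, the fold was computed against a floor of 3 reads over the group and is a lower bound. Where it had 1 to 3 reads, the ratio is given with its exact 95% counting interval.

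The rule for the genes named, the comparisons, the gene lists and most alternatives were fixed before the data were examined, but the paper's own values for some genes had been seen. Named are *RAM1* and the genes in the legends of Figs. 5 to 8, the GRAS genes marked in Fig. 4 with all members of the Pt20/MIG and DELLA subfamilies, up to 3 members of a described list with the smallest p, and for each comparison the genes with the smallest p that passed the test, have a description, reach a mean of 100 reads and show no overlap between the replicates of the 2 groups, which chance gives for 10% of genes. For the interaction, no overlap was read as no overlap between the 9 differences of log2 CPM in the 2 genotypes. A mark in the SHR clade of Fig. 4 was first read as Peaxi162Scf00038g00217.1 (log2 fold change 0.22) and, after values had been seen, as Peaxi162Scf00058g00102.1. Descriptions of genes are those of the annotation in the tables.

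Of 59 gene lists, defined by descriptions and domains in the annotation or by the figures of the paper, 53 with at least 5 tested members were tested with camera in limma 3.58.1, with a correlation estimated per list. For single lists the number of genes passing is also given with p adjusted over the list alone. GO annotation strings, used whole as in the paper, were tested with the hypergeometric test against all tested genes when at least 3 tested genes carried them. The share of induced GRAS genes was compared with the other transcription factor families by an exact Fisher test. The additional file with the induced genes was at hand with 666 of its genes and the table of all genes only in part, so they were used for descriptions and for the numbers of genes per functional category, which cover the 666 genes.

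With 3 replicates and 7152267 to 13391147 counted reads per library, tests on simulated data called 84 of 100 genes with a 5-fold difference in response and 17 of 100 with a 2-fold one, beside 7 false calls. In the wild type comparison 14 false calls were made. Within groups the counts varied more than counting noise alone, with a chi-square per degree of freedom of 7.0 to 46.1 between 2 replicates; the highest was between *ram1* control replicates 1 and 3.

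The alternatives tried were DESeq2 size factors in edgeR, library totals only, edgeR's filterByExpr, no filter, unique gene reads, DESeq2 1.42.0, robust dispersion, a block for the replicate number, the 6 libraries of a comparison alone, each library left out in turn, the authors' Baggerly p values adjusted over the tested genes, and for lists a preset correlation of 0.01. The Baggerly p values were recovered from the deposited FDR by its rank and are upper bounds for tied values. Limma-trend, transcription factor families by the domains assigned in the annotation, and the removal of 2 libraries at once were added after results were seen. An alternative handling of zeros was not run, because a 0 in these tables is a count. A test for outlying replicates was not run, since 3 values are too few for it. The quantitative PCR and microscopy of the paper were not analysed here.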

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

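The tests of sequencing depth, of RAM1 activity with divided controls, of a difference between the plant lines, of less fungus in *ram1* roots and of RNA from mycorrhizal roots in the controls were chosen only after the result was seen; the other tests in this part were set earlier.

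The response to the fungus differed between the genotypes for 2110 genes by the interaction test. Of the genes induced 5-fold in the wild type, 323 responded less in *ram1* and 2 more, and of those induced 5-fold in *ram1*, 17 responded more there. As lists, the arbuscule genes of Fig. 8 (camera adjusted p 0.038) and the ammonium transporters (0.038) differed; both lost this call in some removals of single libraries, named with the arbuscule genes and ammonium transporters above (0.0264 to 0.133 and 0.027 to 0.101). Of 60 divisions of the libraries 3 gave at least 2110 genes, the true one included, with 3564 as the highest, so the share of divisions by itself does not exclude chance. The divisions with many genes (1007 to 3564) were the 5 that kept the wild type groups intact, which points to a structure of the samples: these contain the wild type response and are no picture of chance. The 51 divisions that kept neither genotype's groups gave at most 5 genes, and the 3 that kept those of *ram1* at most 2. These mix mycorrhizal and control roots within groups. The response then enters the spread and lowers the count, so they do not measure chance either. On simulated counts the interaction test made 7 false calls. Those counts were drawn independently for each gene with the fitted dispersions, without correlated genes or outlying replicates. The 7 calls thus show how the test behaves under its own model and cannot exclude a chance structure of the samples. For the wild type (4983 genes, highest other 0, value 1) and for *ram1* (2313, 427, 1) the 10 divisions are too few for a share under 0.05. Their other divisions also mix mycorrhizal and control roots within groups and so do not measure chance.

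Fitted values of genes with at most 3 reads in a control group depend on the default prior count of edgeR and are no bound. An interaction compares fold changes and not levels. For Peaxi162Scf00691g00048.1, control roots had 3 reads in the wild type and already 173 in *ram1*. Single genes called by the interaction test are given with its log2 fold change, negative where *ram1* responded less. Among genes of Figs. 5 to 8 these were *MAX2-B* (0.98), *Castor* (0.70), *MAP70-5* (−3.20), *PT4* (−4.90; −5.89 without wild type control 1), *AMT2* (−10.16; adjusted p 0.0604 without *ram1* control 1) and *STR2B* (−5.14; 0.373 without *ram1* control 1). Among GRAS genes they were *RAM1* (−4.05), Peaxi162Scf00058g00263.1 (−2.47), Peaxi162Scf00691g00048.1 (−7.28), Peaxi162Scf00164g01137.1 (−3.23), Peaxi162Scf00228g00224.1 (−5.42; lost in 9 removals as given above, 0.0565 to 0.169), Peaxi162Scf00228g00111.1 (−6.99), Peaxi162Scf00452g00037.1 (−4.60), Peaxi162Scf00495g00016.1 (−3.27), Peaxi162Scf00058g00102.1 (−2.84) and Peaxi162Scf00075g01527.1 (−1.53), and the DELLA genes Peaxi162Scf00939g00235.1 (1.24; lost in 8 removals as given above, 0.0522 to 0.0741) and Peaxi162Scf00939g00210.1 (3.68; 4.51 without *ram1* control 2).

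Among the most clearly induced genes, the subtilisin-like Peaxi162Scf00611g00319.1 (−9.22), the methyltransferase Peaxi162Scf00013g00228.1 (−5.09), the germin-like Peaxi162Scf00003g04532.1 (−6.14; −6.96 without wild type control 3), the cinnamyl alcohol dehydrogenase Peaxi162Scf00913g00322.1 (−5.49), the PAR1 gene Peaxi162Scf00025g01320.1 (−2.62), the subtilase Peaxi162Scf00620g00418.1 (−4.54), the P450 Peaxi162Scf00154g01136.1 (−4.06; −3.18 and adjusted p 0.138 without *ram1* control 3), the pyruvate dehydrogenase Peaxi162Scf00394g00118.1 (−2.99), SCPL22 Peaxi162Scf00334g00323.1 (−2.99) and FabZ Peaxi162Scf00003g03625.1 (−2.47) responded less in *ram1*. Genes repressed in the wild type and not or less in *ram1* were Peaxi162Scf00384g00013.1 (1.90), the mannosyltransferase Peaxi162Scf00141g00615.1 (2.51), the transporter Peaxi162Scf00089g00236.1 (1.80), the O-fucosyltransferase Peaxi162Scf00046g00053.1 (2.52), the kinase Peaxi162Scf00464g00004.1 (1.05) and the Rossmann-fold Peaxi162Scf01039g00130.1 (2.13). The 9-cis-epoxycarotenoid dioxygenase gene *NCED3* Peaxi162Scf00227g00007.1 fell in the wild type from 65.5 to 27.9 CPM and rose in *ram1* from 3.77 to 17.6 CPM (3.45). The hydrolase Peaxi162Scf00053g00716.1 (−1.52), Peaxi162Scf00133g01414.1 (−1.48) and the P450 Peaxi162Scf00037g00016.1 (−0.97) were repressed more in *ram1*. No read of Peaxi162Scf00037g00016.1 is unique, so its values cannot be assigned to this gene, and most reads of Peaxi162Scf00013g00228.1 are shared with other genes. Calls were lost for Peaxi162Scf00025g01320.1 without wild type control 2 and 3, wild type mycorrhizal 2 and 3 or *ram1* control 1, 2 and 3 (0.051 to 0.129), for Peaxi162Scf00133g01414.1 without wild type control 1, wild type mycorrhizal 1 and 2, *ram1* control 1 or *ram1* mycorrhizal 2 and 3 (0.051 to 0.0644), and for Peaxi162Scf00037g00016.1 without all except wild type mycorrhizal 3, *ram1* control 3 and *ram1* mycorrhizal 1 (0.0538 to 0.0872).

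Control roots of the genotypes, which the paper does not compare, differed for 8334 genes, 4314 higher and 4020 lower in *ram1*. The highest of the other divisions gave 0, and 10 divisions (value 1) are too few for a share under 0.05. Those other divisions mix the genotypes within groups, which lowers the count, so they do not measure chance. A BIK1-like kinase gene (Peaxi162Scf00016g03247.1) had 0.161 CPM in the wild type and 41.9 in *ram1* (log2 fold change 7.92), a hydrolase gene (Peaxi162Scf00064g00625.1) 0.216 and 139 (9.26; 10.02 without wild type control 1), a P450 gene (Peaxi162Scf00879g00018.1) 0.134 and 179.6 (10.27), and a disease resistance gene (Peaxi162Scf01385g00030.1) 1.45 and 27.9 (4.25). A DDB1 gene (Peaxi162Scf00296g01317.1) had 116.95 CPM in the wild type and was 2258-fold lower in *ram1* (95% counting interval 624.7 to 18651; fitted −10.87), and an oxidoreductase gene (Peaxi162Scf00286g00533.1, −5.33), a glutathione S-transferase gene (Peaxi162Scf00209g00844.1, −4.07) and a histone H2B gene (Peaxi162Scf01201g00008.1, −6.26) were lower as well.

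For the difference in control roots, unequal depth is argued against by mean control depths within 1.03-fold. Of 2117 genes at least 2-fold lower in *ram1*, 184 (8.69%) rose in the wild type, where *RAM1* rises (independent lists would share 266), but this share decides nothing about RAM1 activity in control roots, because both comparisons use the wild type controls: of genes lower at unadjusted p, 0 of 533 rose on simulated counts without effects and 708 of 4988 (14.2%) here. With different wild type control libraries in the 2 comparisons, at most 48.5% of the genes lower in *ram1* had a positive wild type log2 fold change. That share was 43.5% to 48.5% over 6 divisions, against 49.32% to 51.14% of all genes. This argues against RAM1 activity as the cause for most of the lower genes, provided that RAM1 would raise them further with the fungus. The genes higher in *ram1* were not covered. A difference between the 2 plant lines that does not need the fungus predicts the same differences in the separate mycorrhizal libraries, and 80.98% of 4611 genes (3734) showed them, just past the bound of 80%. Any standing difference between the genotypes, loss of RAM1 included, predicts this too, so the share cannot tell such causes apart. Sequence differences of the lines from the reference, and growth of the plants in different places, were not tested and stay open.

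For the smaller response of wild type induced genes in *ram1*, shallower mycorrhizal libraries of *ram1* are argued against: with wild type libraries thinned to their depths, 654 genes were still induced 5-fold and 328 of them lower in *ram1*. Less fungus that scales each induced gene alike is also argued against, since 145 genes (21.8%) lay within 2-fold of the ratio of fungal reads, 0.402, taken from the paper's 6.36% and 2.557%, and 500 lay below 0.5 of it. Loss of RAM1 activity and the missing arbuscules of *ram1* may each lower these genes, and cannot be separated by any value here. Differences between the plant lines other than *RAM1* also stay open.

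*PT4* and *STR2A* had 957 reads together in wild type controls. RNA from mycorrhizal roots in the controls is argued against: at the *PT4* ratio of 2.17% between control and mycorrhizal roots, *AMT2*, *RAM2*, *STR* and *STR2B* would have had many more control reads than the 18 found, which are 2.55% of what it gives. Reads shared with other genes are argued against by 100% unique reads. Expression of the 2 genes in some control plants may remain, as the reads differ several-fold between the replicates, and it was not tested.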

How the results depend on the processing

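Limma-trend and the removal of 2 libraries were chosen only after the result was seen. With 3 replicates and at most 13391147 counted reads per library, changes near 2-fold and genes with few control reads are called only in part. The wild type counts (3455 to 5638 changed, and 643 to 728 induced 5-fold, leaving limma-trend aside), the overlap (190 to 258), the induction ratio (0.0593 to 0.0908), the control difference (6807 to 8789) and induced GRAS genes (20 to 21) stayed within 1.5 times of their values, except 7730 changed wild type genes with the authors' Baggerly p values. Changed *ram1* genes were 3688 with DESeq2, 416 with the 6 libraries of the comparison, 5101 with Baggerly p values and 561 to 3914 without single libraries; 5-fold induced *ram1* genes were 207 to 412 without single libraries. Interaction genes were 3216 with DESeq2 and 1251 to 3302 without single libraries. Of 5 list calls, 0 remained with a replicate block, 3 to 7 were made without single libraries and 61 with the preset correlation of 0.01. With both *ram1* control 3 and *ram1* mycorrhizal 1 left out, chosen after the single removals were seen, *ram1* had 5690 changed and 555 induced genes, and there were 4238 interaction genes and 0 list calls. Limma-trend called 492 wild type induced genes lower in *ram1*. The share of induced among changed *ram1* genes moved from 48.7% to 58.9% (6 libraries), 40.8% (filterByExpr), 42.2% (library totals), 42.5% (DESeq2 size factors), 42.6% (unique reads and DESeq2), 45.6% (no filter) and 45.6% to 69.5% (single removals). Of comparisons of named genes, 42 of 2039 in the wild type, 132 of 2039 in *ram1* and 48 of 1869 in the interaction lost their call, 23, 20 and 34 gained one, and none reversed with edgeR, limma or DESeq2. Replicate numbers do not pair the samples (correlations of residuals from −0.43 to 0.37). The cause was not tested. An alternative handling of zeros was not run.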

Differences from the paper's values

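The transcription factor families by the domains in the annotation were tested only after the result was seen; the other alternatives were set before the data were examined. Values are listed as differing when one is more than 1.5 times the other, and the numbers of repressed and of significantly regulated genes in the next paragraph and of genes with a GO string carry the paper's condition of a difference of at least 10 reads, so some are smaller than those given earlier.

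Of genes repressed 5-fold in the wild type the paper gives 91, and 175 were found here; without wild type control replicate 1, without wild type mycorrhizal replicate 2 and with the authors' Baggerly p values the values lay within 1.5 times of each other, and under the other 19 alternatives they did not. Of significantly regulated genes in *ram1* the paper gives 3992 and 2198 were found here; with DESeq2, without *ram1* control replicate 3, without *ram1* mycorrhizal replicate 1 and with the Baggerly p values (3553, 3815, 3242 and 4426) the values lay within 1.5 times of the paper's, and under the other 18 they did not. The authors' deposited fold changes and FDR themselves give 798 and 92 repressed genes in the wild type and 718 and 52 in *ram1*, 1 more than the paper each time.

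For AP2/ERF proteins the paper's table gives 9 induced in the wild type and 6 in *ram1*, against 1 and 0 here; for MYB proteins 4 against 0 in the wild type; and for B3 proteins 1 and 1 against 0 and 0. None of the 22 alternatives set before the data were examined closed these gaps. The domains assigned in the annotation, chosen after the values were seen, gave 11 and 8 AP2/ERF, 4 MYB and 2 and 1 B3 genes; the paper's table gives numbers and no genes, so how many of its genes this drops cannot be counted. Its text gives 10 AP2/ERF proteins in the wild type. The 0 counts are of edgeR over 4 tested MYB genes and no matched B3 gene, and the AP2/ERF count is over 4 tested genes.

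Numbers of 2-fold regulated genes with a GO string differed in 12 cases of the paper's table, lignin catabolism in both genotypes. In the wild type these were a chitinase and protein phosphorylation string (induced; paper 2, here 1; not differing with the 6 libraries of the comparison, without *ram1* control replicate 3 and with Baggerly p values), xyloglucan metabolism (repressed; paper 6, here 2; not with DESeq2, without wild type control replicate 1, without *ram1* mycorrhizal replicate 1 and with Baggerly p values) and lignin catabolism (repressed; paper 4, here 9; not with the 6 libraries, without wild type control replicate 1, wild type mycorrhizal replicates 1 and 3, *ram1* control replicate 1 or *ram1* mycorrhizal replicate 2, and with Baggerly p values). Induced in *ram1* they were nutrient reservoir activity (paper 15, here 7; not with the 6 libraries and Baggerly p values) and a serine/threonine kinase string (paper 6, here 3; not with DESeq2, without *ram1* mycorrhizal replicate 1 and with Baggerly p values).

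Repressed in *ram1*, each of the following did not differ with DESeq2, without *ram1* mycorrhizal replicate 1 and with Baggerly p values: lignin catabolism (paper 6, here 2), hexosyl transfer (paper 17, here 10), serine carboxypeptidases (paper 8, here 5), 2-oxoglutarate dependent oxidoreductases (paper 14, here 8), polygalacturonases (paper 6, here 3), protein-tyrosine kinases (paper 4, here 1) and ester hydrolases (paper 8, here 4). Without *ram1* control replicate 3 all of these except serine carboxypeptidases did not differ; without wild type control replicate 1 lignin catabolism, serine carboxypeptidases and ester hydrolases did not; without wild type mycorrhizal replicate 3 hexosyl transfer, oxidoreductases and polygalacturonases did not; and without wild type control replicate 3 serine carboxypeptidases did not. Under the remaining alternatives all of them differed.

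The mean number of reads per library (paper: sequenced; here: counted on genes) is 18789580 in the paper and 11987800 here in wild type mycorrhizal roots, 19718736 and 12776300 in *ram1* control roots, and 19010779 and 10321634 in *ram1* mycorrhizal roots; the 2 quantities are not the same measure, and with unique gene reads they also differ.

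The paper states that *PT4* and *STR2A* are not expressed in control roots, and both had reads in each wild type control library (at least 62 and 59), while *AMT2*, *RAM2*, *STR* and *STR2B* had 18 together. It states that the arbuscule genes are not expressed in mycorrhizal *ram1* roots, and its qPCR detected no induction of *PT4* and *RAM2* there. By edgeR *STR*, *STR2A*, *STR2B* and *RAM2* rose there, to 4.00%, 3.07%, 1.67% and 0.19% of the wild type level, and *PT4* and *AMT2* did not. The *RAM2* call rests on 14 reads. It was lost in some removals of single libraries (adjusted p 0.0576 to 0.096), as was that of *STR2A* (0.0708 to 0.116). Both were also lost with the Baggerly p values, and with *STR2B* when the 6 libraries of *ram1* were used alone. Most genes are stated to depend on RAM1: by edgeR 323 of 664 responded less, by sign 637, by limma on the same genes 506 and by DESeq2 424. The paper reasons from expression levels and not from such a test. The excess over control in *ram1* relative to the wild type had a median of 0.0732 and was above 1 for 17 of these genes. They were chosen for high wild type values, which by itself favours a lower ratio and a negative sign. Lower induction of *EXO70i* in *ram1* is stated, and its level was lower there with a fold change that did not differ (interaction 0.11). No gene is stated to be repressed in both genotypes, and 1 was here. The GRAS family has 20 induced members here, with Peaxi162Scf01390g00007.1 beside those marked in Fig. 4. No DELLA gene is stated to be induced; 1 rose in the wild type below 2-fold, and in *ram1* Peaxi162Scf00939g00231.1 rose 2.42-fold, a call lost in all but 1 of the removals of single libraries, Peaxi162Scf00939g00235.1 2.29-fold and Peaxi162Scf00939g00210.1 6.65-fold, from 3 to 16 reads, a call lost whichever single library was left out. Ammonium transport is stated not to be induced in *ram1*. Its GO string did not pass there with adjusted hypergeometric p (0.831), but the unadjusted p was 0.0197, and 2 of 10 ammonium transporters rose. Ubiquitination is stated to be induced in both. Its string did not pass with adjusted hypergeometric p (0.566 in the wild type and 0.834 in *ram1*). The unadjusted hypergeometric p was 0.0221 in the wild type and 0.0237 in *ram1*, below the unadjusted threshold of the paper's table. The background here was the tested genes, and in the paper all genes of the genome. Of the genes induced 5-fold in the authors' table, 637 of 650 were among the 664 here, with 27 found here alone and 13 there alone, and its overlap was 182 with 468 in the wild type alone and 19 in *ram1* alone.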

Other observations

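Limma-trend was chosen only after the result was seen. Gibberellin oxidases rose in the wild type, 9 of 14 with 0 lower in edgeR, at unadjusted p below 0.05, in limma and in DESeq2 (camera with an estimated correlation, adjusted p 0.0185, a call lost with both *ram1* control 3 and *ram1* mycorrhizal 1 left out): a GA3ox1 gene (Peaxi162Scf00015g00525.1) went from 1.39 to 24.1 CPM in the wild type (log2 fold change 4.11, SE 0.311, 3.66e-06) and had 3.94 and 5.38 CPM in *ram1*, and a GA20ox2 gene (Peaxi162Scf00192g00611.1) rose in both, to 11.6 and 3.12 CPM. Ribosomal protein genes rose broadly in the wild type, 222 of 310 with 3 lower, against 15 and 0 lower in *ram1* (lower: 3 at unadjusted p below 0.05, 1 in limma, 2 in DESeq2), but camera did not call the list (0.233); Peaxi162Scf00074g00020.1, for L11, rose from 2.29 to 11.2 CPM. Among genes linked to phosphate, the SPX gene Peaxi162Scf01269g00014.1 fell in the wild type, where it went from 778 to 144 CPM and had 755 and 868 CPM in *ram1*, and a purple acid phosphatase 17 gene (Peaxi162Scf00171g00924.1) went from 399 to 72.7 CPM against 385 and 275 CPM. Over the lists, 5 of 20 SPX genes rose and 7 fell in the wild type, and 4 and 10 of 34 acid phosphatases did, and camera called neither (adjusted p 0.541 and 0.549). Nitrate and peptide transporters of the NRT1/PTR family included Peaxi162Scf00665g00014.1, which rose from 0.276 to 323 CPM in the wild type and reached 17.6 CPM in *ram1*, and Peaxi162Scf00064g00530.1, from 0.563 to 84.5 CPM with 20.9 CPM in *ram1*; 12 of 73 rose in the wild type and 9 in *ram1* (camera 0.582 and 0.875). Of 64 germin-like genes 17 rose in the wild type and 11 in *ram1* (0.44 and 0.522).

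Some genes of a root hair and extensin list and of cell expansion lists fell in mycorrhizal *ram1* roots, but camera called none of these lists. The root hair and extensin list has 47 tested genes described as root hair proteins, as any extensin or as certain expansins. It therefore does not measure root hairs alone. Of its genes 14 fell and none rose in *ram1* (23 fell when p was adjusted over the list alone). In the wild type 3 were higher and 5 lower (camera adjusted p 0.295 in *ram1*). The numbers higher and lower in *ram1* were 0 and 10 of 36 expansins (0.295), 0 and 10 of 33 xyloglucan endotransglucosylases (0.312), 1 and 16 of 43 aquaporins (0.295), 0 and 5 of 34 polygalacturonases (0.295) and 3 and 19 of 116 peroxidases (0.36), so most members did not pass. For the root hair and extensin list, expansins, xyloglucan endotransglucosylases and polygalacturonases the 0 is from edgeR. At unadjusted p below 0.05 1 gene of each was higher, and 0 in limma and in DESeq2. In the wild type the numbers were, in the order expansins to peroxidases, 5 and 2, 1 and 3, 6 and 4, 4 and 5, and 6 and 10. An expansin A7 gene (Peaxi162Scf00620g00542.1) went from 4.46 to 0.543 CPM in *ram1* (−2.94, 0.00406), a leucine-rich repeat extensin gene (Peaxi162Scf00025g00291.1) from 126 to 29.4 CPM (−2.09, 0.0237) and a PIP2 aquaporin gene (Peaxi162Scf00311g00022.1) from 471 to 104 CPM (−2.18, 0.0178). A NIP aquaporin gene (Peaxi162Scf01279g00027.1) rose from 8.53 to 106 CPM in the wild type.

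Single genes of proteases and defense differed widely between the genotypes in mycorrhizal roots, while none of the lists was called in the wild type. A papain-type protease gene (Peaxi162Scf00674g00212.1) had 309 CPM in mycorrhizal wild type roots and 0.440 in *ram1*, a serine carboxypeptidase gene (Peaxi162Scf00016g01639.1) 1743.5 and 101.06 CPM, a LysM gene (Peaxi162Scf00089g01522.1) 383.7 and 0.766 CPM, and a chitinase gene (Peaxi162Scf00347g00041.1) 168 and 0.810 CPM. A PR10-type gene (Peaxi162Scf00553g00623.1) stayed induced in *ram1*, at 1886 CPM in the wild type and 219 CPM in *ram1* (log2 fold change 8.70, adjusted p 2.07e-06). Higher and lower numbers in the wild type were 6 and 2 of 32 papain-type proteases (camera adjusted p 0.682), 11 and 6 of 50 serine carboxypeptidases (0.548), 8 and 11 of 67 subtilases (0.989), 6 and 2 of 22 LysM genes (0.446) and 6 and 0 of 17 chitinases (0.27; lower: 3 at unadjusted p below 0.05, 1 in limma, 1 in DESeq2). Heat shock genes had 17 higher and 3 lower of 63 in the wild type (0.549), and 10 and 2 in *ram1* (0.316).

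Of markers of other cell types or states, 1 was higher and 4 lower of 31 Casparian strip genes in the wild type (median log2 fold change −0.53, camera 0.233). The numbers were 6 and 2 of 30 genes of green tissue (0.47, 0.549) and 3 and 5 of 47 in the root hair and extensin list (−0.47, 0.634). Of 36 genes of dividing cells 2 were higher and 1 lower (0.00, 0.969). The root hair and extensin list had a median of −0.96 in *ram1*. Between control roots of the genotypes, 2 genes of dividing cells were higher and 14 lower in *ram1*, and 11 genes of green tissue higher and 6 lower. A RuBisCO small chain gene (Peaxi162Scf00231g01221.1) rose from 1.54 to 32.0 CPM in the wild type and had 0.572 and 1.63 CPM in *ram1*. Of 46 terpene synthases 15 were higher and 6 lower in *ram1* control roots, of 32 PR10-type genes 18 and 3, and of 25 ARF genes 0 and 12 (edgeR; higher: 1 at unadjusted p below 0.05, 0 in limma and in DESeq2). Camera called none of these 5 lists between control roots (adjusted p 0.992 for 4 of them and 0.95 for PR10), and 8334 of all 22954 genes tested differed there.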
